# The Small RNA RyhB Is a Regulator of Cytochrome Expression in *Shewanella oneidensis*

**DOI:** 10.3389/fmicb.2018.00268

**Published:** 2018-02-21

**Authors:** Karin L. Meibom, Elena M. Cabello, Rizlan Bernier-Latmani

**Keywords:** *Shewanella oneidensis*, cytochromes, RyhB, sRNA, Fur

## Abstract

*Shewanella oneidensis* produces an extensive electron transfer network that results in metabolic flexibility. A large number of *c*-type cytochromes are expressed by *S. oneidensis* and these function as the fundamental electron transport chain proteins. Although several *S. oneidensis* cytochromes have been well-characterized, little is known about how their expression is regulated. In this study, we investigate the role of the ferric uptake regulator (Fur) and the sRNA RyhB in regulation. Our results demonstrate that loss of Fur leads to diminished growth and an apparent decrease in heme-containing proteins. Remarkably, deleting the Fur-repressed *ryhB* gene almost completely reverses these physiological changes, indicating that the phenotypes resulting from loss of Fur are (at least partially) dependent on RyhB. RNA sequencing identified a number of possible RyhB repressed genes. A large fraction of these encode *c*-type cytochromes, among them two of the most abundant periplasmic cytochromes CctA (also known as STC) and ScyA. We show that RyhB destabilizes the mRNA of four of its target genes, *cctA, scyA, omp35*, and *nrfA* and this requires the presence of the RNA chaperone Hfq. Iron limitation decreases the expression of the RyhB target genes *cctA* and *scyA* and this regulation relies on the presence of both Fur and RyhB. Overall, this study suggests that controlling cytochrome expression is of importance to maintain iron homeostasis and that sRNAs molecules are important players in the regulation of fundamental processes in *S. oneidensis* MR-1.

## Introduction

The gammaproteobacterium *Shewanella oneidensis* is a facultative anaerobe that is remarkable for its metabolic versatility. In the absence of dissolved oxygen, it can utilize a large number of soluble compounds as terminal electron acceptors, and is furthermore capable of transferring electrons to reduce insoluble metal oxides in the extracellular environment (for review, see Hau and Gralnick, 2007). This remarkable respiratory capacity has been attributed to the large number of *c*-type cytochromes encoded in the genome of *S. oneidensis* MR-1 and serving as fundamental electron transport chain proteins (Meyer et al., 2004). A total of 42 possible *c*-type cytochrome genes were identified, but one of these is a pseudogene (Meyer et al., 2004). Some, but not all, of the remaining 41 *c*-type cytochromes have been characterized and their function determined, with most scrutiny given to the proteins involved in electron transfer to ferric iron.

Reduction of insoluble iron compounds occurs at the bacterial surface and requires electron transfer from the quinone pool in the cytoplasmic membrane to the terminal reductases located in the outer membrane. CymA is a tetraheme cytochrome attached to the periplasmic side of the cytoplasmic membrane. It delivers electrons to multiple partners in the periplasmic space and is required for the reduction of Fe(III), DMSO, fumarate, nitrate, and nitrite (Myers and Myers, 1997, 2000; Schwalb et al., 2003). The most abundant periplasmic *c*-type cytochromes are the small tetraheme CctA (also called STC), the fumarate reductase FccA, and the small monoheme ScyA (Tsapin et al., 2001; Meyer et al., 2004), all of which have been shown to be involved in direct electron transfer with CymA (Schwalb et al., 2003; Schuetz et al., 2009; Firer-Sherwood et al., 2011; Schütz et al., 2011; Fonseca et al., 2013). In addition to CymA, reduction of Fe(III) oxides by *S. oneidensis* relies on the proteins MtrA, MtrB, MtrC, and OmcA (for review, see Richter et al., 2012; Shi et al., 2012). MtrA is a periplasmic decaheme *c*-type cytochrome that also associates with the outer membrane β-barrel protein MtrB and the outer membrane decaheme *c*-type cytochrome MtrC. OmcA is another decaheme *c*-type cytochrome associated with the outer surface that interacts with MtrC. MtrA reportedly transfers electrons across the outer membrane to the terminal reductases, MtrC and OmcA, through the porin formed by MtrB. MtrA can accept electrons directly from CymA or presumably indirectly via other periplasmic cytochromes, such as CctA and FccA (Schwalb et al., 2003; Schuetz et al., 2009; Firer-Sherwood et al., 2011; Fonseca et al., 2013; Sturm et al., 2015).

The presence of individual anaerobic electron acceptors seems, for the most part, not to regulate expression of specific *c*-type cytochromes (Beliaev et al., 2005) (with the exception of the nitrite reductase NrfA), and a core set of periplasmic cytochromes are expressed regardless of electron acceptor (Sturm et al., 2015). Instead, a number of *c*-type cytochromes respond to oxygen availability (Jin et al., 2013; Barchinger et al., 2016), and iron availability (Yang et al., 2009).

Iron is an essential nutrient for most bacteria as a protein cofactor in pathways such as respiration, metabolism and genome repair (for review, see Andrews et al., 2003; Frawley and Fang, 2014). It is the most common redox active metal in proteins and is found in heme and iron-sulfur groups. To ensure sufficient intracellular iron for protein cofactors, bacteria employ a number of iron scavenging and iron uptake systems. However, maintaining iron homeostasis is of crucial importance because free iron is potentially damaging to the bacterial cell due to radicals formed by Fenton chemistry. As a result, iron uptake and iron storage are tightly regulated. Many bacteria use the transcription factor Fur (ferric uptake regulator) as the major regulator of iron homeostasis. Fur binds Fe^2+^ and typically acts directly as a repressor of transcription, by binding to DNA recognition sequences when the iron concentration is sufficiently high. In *S. oneidensis*, deletion of *fur* results in a pale color of the colonies formed by the Δ*fur* strain compared to the reddish color of the wild-type *S. oneidensis* colonies, suggesting less heme is present in the Δ*fur* strain (Yang et al., 2008).

Under iron limiting conditions, Fur-dependent repression is relieved and Fur-repressed genes are expressed, including the small RNA RyhB in *E. coli* and other species (Massé and Gottesman, 2002; Oglesby-Sherrouse and Murphy, 2013). In the studied bacterial genera (*Escherichia* and *Vibrio*), one of the functions of Fur and RyhB is to control global iron usage (Massé et al., 2005; Mey et al., 2005).

Small RNAs (sRNAs) are regulators of many cellular processes and play important roles in adaptive changes. They are frequently transcribed after exposure to stress and act as post-transcriptional regulators. They generally act by base pairing *in trans* with sequences in target mRNAs, either blocking or freeing access to the ribosome binding site. Base pairing between a sRNA and mRNA commonly affect mRNA stability by promoting degradation by RNases or alternatively preventing RNase cleavage (Nitzan et al., 2017). RyhB has been extensively studied in *E. coli* where it most commonly negatively regulates genes by base-pairing with their mRNA and affecting translation and/or transcript stability, but where it can also affect expression positively (Oglesby-Sherrouse and Murphy, 2013).

Here, we present a study of the role of Fur and RyhB in *S. oneidensis* physiology and evidence their impact on growth and production of heme-containing proteins. We identify a number of genes as potential targets of RyhB regulation and demonstrate that RyhB affects the stability of specific *c*-type cytochrome mRNA transcripts. The findings imply that iron levels control production of cytochrome expression in *S. oneidensis* through Fur and RyhB.

## Materials and methods

### Bacterial strains and culture conditions

Bacterial strains and plasmids used in this study are listed in Supplementary Table 1. *S. oneidensis* MR-1 wild-type and mutants were routinely grown in LB medium at 30°C and supplemented with 5 μg ml^−1^ tetracycline and/or 50 μg ml^−1^ kanamycin when indicated. All experiments were performed with oxygen as the electron acceptor and bacterial cultures were grown in Erlenmeyer flasks with shaking.

*E. coli* strains DH5α or DH5αλ*pir*, used for cloning purposes, were grown in LB medium at 37°C supplemented with 5 μg ml^−1^ tetracycline or 50 μg ml^−1^ kanamycin when indicated. Diaminopilimic acid (DAP) was added to LB medium for growth of strain WM3064, which was used for conjugation of plasmids into *S. oneidensis*. The DAP dependence of WM3064 was utilized as counter-selection tool after conjugation.

### Construction of Δ*fur*, Δ*ryhB*, Δ*fur*Δ*ryhB*, and Δ*hfq* mutants of *S. oneidensis* MR-1

The yeast recombineering vector pMQ150 (Shanks et al., 2009) was digested with *Nhe*I and *Not*I, treated with Klenow enzyme and ligated. The resulting suicide vector, pMQS, was used as a backbone plasmid for targeted gene deletions in *S. oneidensis* MR-1. Plasmids for construction of markerless gene deletions were constructed by amplifying regions of 500 to 600 bp flanking the individual genes (using primers D*gene*_5F+D*gene*_5R and D*gene*_3F+D*gene*_3R, respectively). All primers used in this study are listed in Supplementary Table 2. Deletions in *fur* and *hfq* were in-frame and left the sequences encoding the first four amino acids and the last four or two amino acids, respectively, of the two proteins. Crossover PCR was performed to join the up- and down-stream regions followed by cloning into pMQS. pMQS-derivatives containing inserts for deletion of *fur, ryhB*, or *hfq* were introduced in *S. oneidensis* MR-1 by conjugation from *E. coli* strain WM3064. Colonies with single crossover plasmid insertions were selected on LB agar plates containing kanamycin, purified once on agar plates with kanamycin and resistant colonies were subsequently grown overnight in LB (containing no NaCl) without antibiotic. Double crossover mutants were selected on LB agar plates (containing no NaCl) supplemented with 10% sucrose. Sucrose resistant and kanamycin sensitive colonies were checked by colony PCR for gene deletion using primers flanking the deleted region (*gene*_FO + *gene*_RO). Selected clones were purified, genomic DNA isolated, and the region containing the deleted gene was amplified by PCR and the deletion verified by Sanger sequencing. The double mutant, Δ*fur*Δ*ryhB*, was made by deleting *ryhB* in the Δ*fur* mutant.

### Construction of pKM033 and pKM033-ryhB

Plasmid pKM001 was constructed by digesting pBAD-fccA-His (Schuetz et al., 2009) with *Eco*RV and ligating the vector backbone, thereby deleting almost the entire *fccA* gene and part of *araC*. The *E. coli lacI* gene was amplified by PCR (using primers ELacI_F+ELacI_R) from plasmid pET28b(+) and cloned into the *Eco*RV site of pKM001 after digestion with *Sma*I. An artificial promoter containing a Lac operator between the −35 and −10 motifs was created by annealing two oligonucleotides (PlacO_f and PlacO_r), followed by insertion into the *Hind*III site, thereby creating pKM033. The sequence from −1 to −6 relative to transcription start in this construct is a *Bam*HI restriction site, allowing cloning of genes resulting in transcription initiating at their native transcription start site. In addition, a *Kpn*I site is located at position +1 to +6. The *ryhB* gene was amplified by PCR (using primers ryhB_F_(+1) and ryhB_R_Stop) and the PCR product inserted into *Bam*HI/*Hind*III digested pKM033 after digestion with the same enzymes. The transcription start site of *ryhB* (from Shao et al., 2014) follows the *Bam*HI site at position +1 in plasmid KM033.

### RNA sequencing

Triplicate cultures of *S. oneidensis* MR-1 and mutants were independently grown in LB medium to OD_600nm_ ~0.7. For Δ*ryhB* containing either pKM033 or pKM033-ryhB, triplicate independent cultures were grown in LB medium to OD_600nm_ ~0.2 at which point 0.5 mM IPTG was added and growth continued for 60 min. Cells were harvested and total RNA isolated using Trizol reagent (Invitrogen) followed by purification of the aqueous phase on a RNeasy column (Qiagen). RNA was treated with DNase I for 45 min at 37°C and again purified on an RNeasy column. The integrity of the RNA was assessed on a fragment analyzer (Advanced Analytical Technologies, Ankeny, Iowa, USA). RNA sequencing libraries were constructed after rRNA depletion (with the Illumina Ribo-Zero rRNA removal kit) using the Truseq stranded mRNA library prep kit (without polyA selection using the strand-specific kit (Illumina, San Diego, CA, USA)). Library construction and RNA sequencing was performed at the Lausanne Genomic Technologies Facility at the University of Lausanne, Switzerland.

### Analysis of RNAseq data

RNA sequencing reads were aligned with TopHat2 v.2.0.11 (Kim et al., 2013) (parameters: –library-type fr-firststrand -p 6 -g 2 -G). Reads were counted using featureCounts (Liao et al., 2014) (parameters: -t CDS -g gene_name -s 2), included in the SourceForge Subread v.1.5.1 package (Liao et al., 2013). Reference genome and annotation files were downloaded from NCBI RefSeq database (NCBI reference: chromosome: NC_004347.2; megaplasmid: NC_004349.1.).

Once the matrix of read counts was created, only those genes having more than 10 counts per million mapped reads (CPM) in at least 3 of all the samples were kept. Normalization and conversion to logCPM, was performed using the edgeR package v.3.14.0 (Robinson et al., 2010), and the limma-trend approach from the Limma package (Ritchie et al., 2015), in order to complete the differential expression analysis. Both edgeR and Limma are R Bioconductor packages (Huber et al., 2015).

Only genes which adj.p.value < 0.05 and logFC > |1| were considered differentially expressed. Genes expressed at lower level in Δ*fur* relative to wild-type according to these criteria are shown in Table 1.

**Table 1:** RNAseq data of genes expressed at lower level in Δ*fur* mutant relative to wild-type *S. oneidensis* MR-1^a^.

		**Δ*****fur*** **vs. WT**		**Δ*****fur***Δ***ryhB*** **vs**. Δ***fur***		**Δ*****fur***Δ***ryhB*** **vs. WT**		**RyhB overexpression^b^**		
**Locus**	**Annotation**	**log_2_R**	**adj.P.Val**	**log_2_R**	**adj.P.Val**	**log_2_R**	**adj.P.Val**	**log_2_R**	**adj.P.Val**	**Group^c^**
SO_0002	Glutathione uptake transporter	**−1.02**	**4.9E-06**	**0.80**	**1.39E-04**	−0.22	2.41E-01	**−0.67**	**7.17E-04**	Ia
SO_0264	Periplasmic monoheme cytochrome c5 ScyA	**−2.76**	**1.7E-10**	**2.71**	**2.16E-10**	−0.04	8.18E-01	**−3.57**	**5.32E-12**	Ia
SO_0608	Ubiquinol-cytochrome c reductase iron-sulfur subunit Peta	**−1.04**	**4.0E-07**	**0.91**	**5.55E-06**	−0.12	4.21E-01	**−1.29**	**1.26E-07**	Ia
SO_0609	Ubiquinol-cytochrome c reductase cytochrome b subunit Petb	**−1.11**	**1.9E-07**	**0.99**	**2.46E-06**	−0.12	4.11E-01	**−1.40**	**5.47E-08**	Ia
SO_0610	Ubiquinol-cytochrome c reductase cytochrome c1 subunit Petc	**−1.01**	**3.0E-08**	**0.88**	**6.01E-07**	−0.13	2.44E-01	**−1.23**	**1.30E-08**	Ia
SO_1236	Purine transporter	**−1.23**	**4.7E-06**	**1.08**	**6.43E-05**	−0.16	5.09E-01	**−0.97**	**1.67E-04**	Ia
SO_1718	Protein of unknown function	**−1.18**	**8.2E-05**	**0.92**	**1.57E-03**	−0.26	3.86E-01	**−1.09**	**6.65E-04**	Ia
SO_2373	Drug:H+ antiporter	**−1.17**	**3.3E-06**	**0.91**	**1.18E-04**	−0.26	2.01E-01	**−0.80**	**3.74E-04**	Ia
SO_2727	Periplasmic tetraheme cytochrome c CctA	**−1.97**	**1.1E-08**	**1.88**	**8.31E-08**	−0.09	6.94E-01	**−2.19**	**1.30E-08**	Ia
SO_2797	Glutaredoxin	**−1.05**	**1.3E-03**	**0.71**	**2.46E-02**	−0.34	3.68E-01	**−0.75**	**3.04E-02**	Ia
SO_2881	Superoxide dismutase SodB	**−1.42**	**1.1E-07**	**1.27**	**1.69E-06**	−0.15	4.09E-01	**−2.22**	**5.82E-09**	Ia
SO_3195	Proton-dependent oligopeptide transporter	**−1.07**	**5.6E-07**	**0.93**	**9.75E-06**	−0.15	3.50E-01	**−1.16**	**8.58E-07**	Ia
SO_3420	Monoheme cytochrome c'	**−1.22**	**1.2E-06**	**1.26**	**3.48E-06**	0.04	8.63E-01	**−2.09**	**1.34E-08**	Ia
SO_3920	Periplasmic [Fe-Fe] hydrogenase large subunit HydA	**−1.79**	**2.7E-06**	**1.46**	**6.89E-05**	−0.33	2.77E-01	**−0.87**	**4.52E-03**	Ia
SO_3980	Ammonia-forming nitrite reductase NrfA	**−1.95**	**1.6E-05**	**1.43**	**7.04E-04**	−0.53	1.98E-01	**−1.53**	**5.69E-04**	Ia
SO_4047	SoxA-like diheme cytochrome c	**−1.11**	**6.5E-06**	**1.51**	**1.59E-06**	0.40	5.19E-02	**−1.63**	**5.14E-07**	Ia
SO_4340	Putative transport protein	**−1.47**	**5.9E-06**	**0.96**	**6.61E-04**	−0.50	6.09E-02	**−0.59**	**2.19E-02**	Ia
SO_4506	Iron-sulfur cluster-binding protein	**−1.20**	**2.1E-05**	**1.11**	**1.51E-04**	−0.10	7.50E-01	**−0.67**	**8.00E-03**	Ia
SO_4507	Formate dehydrogenase chaperone FdhT	**−1.08**	**1.1E-05**	**0.96**	**1.17E-04**	−0.12	6.01E-01	**−0.83**	**4.71E-04**	Ia
SO_4509	Formate dehydrogenase molybdopterin-binding subunit FdhA	**−1.30**	**3.4E-05**	**1.17**	**2.90E-04**	−0.13	6.86E-01	**−0.68**	**1.54E-02**	Ia
SO_4510	Formate dehydrogenase FeS subunit FdhB	**−1.05**	**2.6E-06**	**0.97**	**2.27E-05**	−0.08	6.75E-01	**−0.70**	**3.74E-04**	Ia
SO_4591	Membrane anchored tetraheme cytochrome c CymA	**−1.75**	**2.3E-05**	**1.40**	**5.00E-04**	−0.35	3.68E-01	**−0.90**	**1.32E-02**	Ia
SO_0403	Predicted outer membrane protein	**−1.39**	**2.5E-03**	**1.50**	**3.36E-03**	0.11	8.77E-01	−0.61	2.30E-01	Ib
SO_0404	Zinc dependent metalloprotease domain lipoprotein	**−1.33**	**5.6E-05**	**1.51**	**7.44E-05**	0.18	6.07E-01	−0.54	6.49E-02	Ib
SO_0435	Uroporphyrinogen decarboxylase HemE	**−1.20**	**4.0E-05**	**0.92**	**1.04E-03**	−0.28	3.15E-01	−0.27	3.00E-01	Ib
SO_0827	Lactate permease	**−1.81**	**8.9E-08**	**1.51**	**2.43E-06**	−0.30	1.68E-01	−0.34	9.19E-02	Ib
SO_1072	N-acetylglucosamine-binding protein A GbpA	**−2.24**	**3.1E-06**	**1.77**	**9.80E-05**	−0.47	2.30E-01	−0.25	5.53E-01	Ib
SO_1192	Predicted extracytoplasmic protein	**−1.11**	**1.6E-04**	**1.06**	**7.01E-04**	−0.06	8.81E-01	0.09	8.09E-01	Ib
SO_2806	Phospahte starvation inducible E-like protein	**−1.27**	**9.3E-06**	**0.81**	**1.12E-03**	−0.46	5.93E-02	−0.30	1.98E-01	Ib
SO_2824	Pseudogene	**−2.92**	**5.9E-04**	**2.86**	**1.66E-03**	−0.06	9.57E-01	1.46	8.81E-02	Ib
SO_2905	O-methyltransferase	**−1.23**	**3.4E-04**	**0.86**	**8.67E-03**	−0.37	3.20E-01	−0.35	3.26E-01	Ib
SO_3284	Protein YbgT	**−1.24**	**4.2E-05**	**0.79**	**3.57E-03**	−0.45	1.20E-01	−0.19	5.38E-01	Ib
SO_3285	Cytochrome d ubiquinol oxidase subunit II CydB	**−1.24**	**3.6E-05**	**0.80**	**2.83E-03**	−0.43	1.24E-01	−0.20	4.82E-01	Ib
SO_3286	Cytochrome d ubiquinol oxidase subunit I CydA	**−1.27**	**7.0E-05**	**0.90**	**2.61E-03**	−0.37	2.38E-01	−0.21	5.16E-01	Ib
SO_3705	5-Methylthioadenosine nucleosidase/S-adenosylhomocysteine nucleosidase	**−1.79**	**5.6E-07**	**1.39**	**2.45E-05**	−0.40	1.23E-01	0.09	7.67E-01	Ib
SO_3706	Nucleoside:proton symporter NupX	**−1.90**	**2.8E-07**	**1.50**	**1.16E-05**	−0.41	1.11E-01	0.23	3.74E-01	Ib
SO_3874	Transcriptional regulator LysR family	**−1.17**	**4.7E-04**	**0.67**	**2.92E-02**	−0.50	1.68E-01	−0.09	8.57E-01	Ib
SO_4085	Chitinase ChiA	**−1.05**	**5.6E-05**	**0.66**	**4.97E-03**	−0.40	1.16E-01	−0.30	2.13E-01	Ib
SO_4138	Putative periplasmic protein	**−1.07**	**1.8E-04**	**0.94**	**1.31E-03**	−0.13	7.05E-01	−0.06	8.86E-01	Ib
SO_4157	Thiosulfate/tetrathionate-responsive two component signal transduction system response regulator Ttr	**−1.00**	**2.0E-03**	**1.07**	**3.03E-03**	0.06	8.96E-01	−0.14	7.66E-01	Ib
SO_4274	Undecaprenol diphosphatase UppP	**−1.49**	**3.8E-07**	**1.18**	**1.49E-05**	−0.31	1.32E-01	0.24	2.17E-01	Ib
SO_4513	Fnr-inducilble formate dehydrogenase molybdopterin-binding subunit FdhA	**−1.07**	**2.6E-03**	**1.00**	**8.22E-03**	−0.07	8.95E-01	−0.33	4.33E-01	Ib
SO_4623	Two component signal transduction system response regulator	**−1.15**	**2.6E-03**	**1.00**	**1.15E-02**	−0.14	7.89E-01	−0.11	8.58E-01	Ib
SO_4625	Predicted phosphoribosyltransferase ComF family	**−1.33**	**1.1E-04**	**1.55**	**1.16E-04**	0.22	5.57E-01	0.02	9.72E-01	Ib
SO_4719	ABC-type tungstate uptake system substrate-binding component TupA	**−1.38**	**1.8E-05**	**0.87**	**1.99E-03**	−0.51	7.74E-02	0.01	9.81E-01	Ib
SO_4720	ABC-type tungstate uptake system permease component TupB	**−1.11**	**2.5E-05**	**0.87**	**6.39E-04**	−0.24	3.21E-01	−0.10	7.30E-01	Ib
SO_1777	Extracelllular iron oxide respiratory system periplasmic decaheme cytochrome c component MtrA	**−2.02**	**1.3E-06**	**0.59**	**3.02E-02**	**−1.43**	**1.05E-04**	**−0.91**	**4.47E-03**	IIa
SO_1778	Extracellular iron oxide respiratory system surface decaheme cytochrome c component MtrC	**−2.24**	**1.2E-06**	**0.66**	**2.87E-02**	**−1.58**	**1.05E-04**	**−0.74**	**2.64E-02**	IIa
SO_1948	Glutamate/aspartate:proton symporter GltP	**−1.13**	**1.6E-07**	**0.57**	**3.08E-04**	**−0.56**	**4.37E-04**	**−0.81**	**1.19E-05**	IIa
SO_2879	N-acetylglucosamine/uracil transporter UraA	**−1.20**	**1.6E-08**	**0.78**	**5.50E-06**	**−0.42**	**1.35E-03**	**−0.36**	**4.47E-03**	IIa
SO_3099	Outer membrane long-chain fatty acid receptor FadL family	**−1.25**	**2.0E-05**	**0.73**	**3.71E-03**	**−0.52**	**4.89E-02**	**−0.50**	**4.20E-02**	IIa
SO_3896	outer membrane porin Omp35	**−1.80**	**7.3E-08**	**1.23**	**1.30E-05**	**−0.57**	**8.77E-03**	**−1.95**	**9.64E-08**	IIa
SO_4232	Long-chain fatty acid transport protein	**−1.43**	**5.7E-07**	**0.71**	**8.58E-04**	**−0.72**	**1.24E-03**	**−1.37**	**2.56E-06**	IIa
SO_4666	Diheme cytochrome c4 CytcB	**−1.30**	**6.0E-07**	**0.91**	**6.89E-05**	**−0.39**	**3.99E-02**	**−1.36**	**1.29E-06**	IIa
SO_0141	Nitrate/nitrite-responsive bifunctional diguanylate cyclase/phosphodiesterase with PAS sensory domain	**−1.58**	**9.3E-06**	**0.96**	**1.52E-03**	**−0.62**	**4.28E-02**	−0.26	4.00E-01	IIb
SO_2384	Site-specific recombinase phage integrase family	**−1.95**	**8.7E-07**	**1.27**	**1.49E-04**	**−0.68**	**2.24E-02**	−0.03	9.45E-01	IIb
SO_4131	Nucleoside-specifc outer membrane porin Tsx family	**−1.95**	**5.9E-06**	**1.03**	**2.81E-03**	**−0.92**	**1.25E-02**	−0.25	5.01E-01	IIb
SO_4355	cAMP-binding regulator	**−1.37**	**1.6E-05**	**0.73**	**5.57E-03**	**−0.64**	**2.46E-02**	−0.21	4.77E-01	IIb
SO_1776	Extracellular iron oxide respiratory system outer membrane component MtrB	**−1.61**	**1.2E-06**	0.40	5.91E-02	**−1.21**	**5.10E-05**	**−0.73**	**4.22E-03**	III (IIa)
SO_1111	Bacterioferritin subunit 2 Bfr2	**−2.25**	**3.0E-07**	−0.16	5.42E-01	**−2.42**	**2.46E-07**	**1.29**	**2.19E-04**	III
SO_1112	Bacterioferritin subunit 1 Bfr1	**−2.22**	**3.8E-07**	−0.18	5.05E-01	**−2.40**	**2.68E-07**	**1.31**	**2.02E-04**	III
SO_1779	Extracelllular iron oxide respiratory system surface decaheme cytochrome c component OmcA	**−2.49**	**1.3E-07**	0.51	5.31E-02	**−1.98**	**2.51E-06**	0.15	6.80E-01	III
SO_1977	Inner membrane of unknown function	**−1.25**	**1.3E-05**	0.18	3.91E-01	**−1.06**	**1.92E-04**	**0.49**	**3.77E-02**	III
SO_0396	Quinol:fumarate reductase menaquinol-oxidizing subunit FrdC	**−1.38**	**1.2E-02**	0.92	1.11E-01	−0.46	5.26E-01	−0.09	9.35E-01	other

a *All genes that are downregulated at least 2-fold (and with adjusted p < 0.05) in Δfur relative to the wild-type strain are listed in the table. For these genes, expression ratios and adjusted p-values are shown for other strains comparisons. For all strain comparisons, the Log_2_R (log_2_ of the expression ratio) with adjusted p < 0.05 are indicated in bold, also when expression ratios are <2-fold*.

b *RyhB overexpression data are from strains ΔryhB/pKM033-ryhB vs. ΔryhB/pKM033*.

c *The genes were divided into groups based on their expression pattern in various strains. Group I genes are significantly (p < 0.05) upregulated in ΔfurΔryhB relative to Δfur and show no significant difference in expression between wild-type and ΔfurΔryhB. Group II genes are differently expressed in ΔfurΔryhB relative to both Δfur (upregulated) and relative to wild-type (downregulated). Group III genes are not differently expressed in ΔfurΔryhB relative to Δfur. Genes in groups Ia and IIa are downregulated after RyhB over-expression*.

The computations were performed at the Vital-IT (http://www.vital-it.ch) Center for high-performance computing of the SIB Swiss Institute of Bioinformatics.

RNAseq data are available GEO (Gene Expression Omnibus) with accession number GSE104952.

### RNA stability assay

*S. oneidensis* wild-type and mutants (with or without pKM033 or pKM033-ryhB) were grown to mid-exponential phase and transcription was stopped by adding 500 μg ml^−1^ rifampicin. For experiments with RyhB overexpression, 0.5 mM IPTG was added to the cultures for 30 min before addition of rifampicin. Samples were taken at 0 min (immediately before adding rifampicin), 4 min, 8 min, and 15 min after transcription was terminated. Cultures (2 ml) were centrifuged at maximum speed at room temperature for one min and the bacterial pellet was immediately frozen in dry ice/ethanol.

### Iron depletion experiment

Bacterial cultures were grown to mid-exponential phase in LB medium at which time iron chelator (2,2′-dipyridyl) was added at a concentration of 250 μg ml^−1^, and incubation was continued for 30 min. Samples were taken just before addition of iron chelator (Fe-rich) and at the end of the experiment (Fe-limitation).

### qRT-PCR

RNA was isolated from liquid cultures of *S. oneidensis* wild-type and mutants using Trizol reagent followed by purification of the aqueous phase on RNeasy columns (Qiagen), with either on-column or in-solution DNase digestion (in latter case followed by a second RNeasy purification step). cDNA synthesis was performed according to the protocol provided by with the reverse transcriptase GoScript (Promega) using 250–500 ng total RNA and random hexamers. qPCR of diluted cDNA was performed in 10 μl volume [containing 1xSensiFast SYBR Mix (BioLine) and 200 nM primers] in a Mic qPCR Cycler (Bio Molecular Systems) with a 2-step program (5 min 95°C, followed by 40 cycles of 95°C for 5 s and 60°C for 20 s). Four repetitions of each sample and each primer set were performed, as well as negative controls (no reverse transcription and no template controls). Data were analyzed with the analysis software provided with the Mic qPCR cycler that uses the REST tool for relative expression analysis (Pfaffl et al., 2002). Specifically, quantification cycle C_q_ values and reaction efficiencies were calculated using the LinRegPCR method and relative quantification of specific genes were determined using two reference genes, *rpoB* and *gyrB*. For RNA stability assays, the 16S rRNA gene was used as the reference gene. Each experiment was independently performed twice.

### Creation of a *lacZ* reporter system

To create a translational reporter system, the *lacZ* gene beginning at codon 9 was amplified (primers lacZ_9F+lacZ_R) from genomic DNA of *E. coli* strain MG1655 and inserted into *Hind*III-*Pst*I digested pME6031 (Heeb et al., 2000), creating plasmid pKM002. The *Kpn*I site in the MCS region was then inactivated by digestion with *Kpn*I and treatment with Klenow DNA polymerase followed by ligation, generating plasmid pKM202. The artificial promoter containing a Lac operator between the −35 and −10 motifs (created by annealing the two oligonucleotides PlacO_f and PlacO_r) was inserted into *Hind*III digested plasmid pKM202 thereby forming pKM232. The 5′ untranslated region (5′UTR) and the beginning of selected genes were amplified by PCR and cloned as *Kpn*I-*Hind*III fragments to construct translational fusions with *lacZ*. The transcription start site used was based on the data by Shao et al. (2014) and was located immediately after the *Kpn*I site in all constructs.

### β-galactosidase assay

Bacteria (Δ*ryhB* or Δ*hfq*) containing pKM232-derivatives and pKM033 or pKM033-ryhB were grown in LB medium supplemented with kanamycin and tetracycline. Over-night cultures were diluted to OD_600nm_ ~0.025 and incubated for 90 min at which time expression was induced by addition of 0.5 mM IPTG and cultures were grown an additional 90 min. One hundred microliters of bacterial culture was lyzed in 1 ml Z-bufffer (0.1M KCl, 1 mM MgSO_4_, 60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_; pH 7) with 0.27% β-mercaptoethanol, 50 μl chloroform and 25 μl 0.1% SDS. After equilibration at 30°C, 200 μl o-nitrophenyl-β-D-galactopyranoside (ONPG, 4 mg/ml) was added and reactions were stopped when a yellow color developed by adding 500 μl 1M Na_2_CO_3_. Each strain was grown in duplicate with triplicate samples taken from each and the experiment was independently repeated twice. Specific activities were calculated as Miller units [1,000^*^(OD_420_)/(time^*^volume^*^OD_600_)] and shown as the mean ± *SD* of all samples.

## Results

### Fur and RyhB control growth and expression of heme-containing proteins

A transposon screen in *S. oneidensis* identified a mutant with an insertion in the gene locus encoding the ferric uptake regulator Fur, resulting in decreased expression of the outer membrane multiheme *c*-type cytochrome MtrC (K. L. Meibom and R. Bernier-Latmani, unpublished data). Deletion of the *fur* gene in wild-type *S. oneidensis* showed that loss of Fur affected growth of *S. oneidensis* in liquid culture and the mutant formed colonies of smaller size than the wild-type strain (Figure 1A and Supplementary Figure 1A), in accordance with an earlier report (Yang et al., 2008). Complementation with a plasmid encoding *fur* restored colony size (Supplementary Figure 1B). It is well-known from studies in other bacterial species that even though Fur is generally a repressor, it can control expression of target genes positively through the sRNA RyhB (Oglesby-Sherrouse and Murphy, 2013). *S. oneidensis* MR-1 encodes a RyhB homolog between genes SO_4716 and SO_4717 and the gene appear to encode a ~127 nt transcript based on the previously identified transcription start site (Shao et al., 2014) and prediction of a rho-independent terminator using the tool ARNold (Naville et al., 2011; Supplementary Figures 2A,B). To study the role of RyhB in *S. oneidensis*, we deleted the gene in both the wild-type strain and in the Δ*fur* mutant strain. Northern blot analysis confirmed the expression of RyhB and the approximate size of the RNA (Supplementary Figure 2C). Deleting *ryhB* had no obvious phenotype in the wild-type strain, whereas deletion of *ryhB* in the Δ*fur* strain almost reversed the observed growth defect of the Δ*fur* strain (Figure 1A and Supplementary Figure 1A). Also, overproduction of RyhB from a plasmid had a negative effect on growth of the wild-type and Δ*ryhB* strains (Supplementary Figure 1C), indicating that the increased expression of RyhB in the Δ*fur* strain is responsible for this phenomenon. Another phenotype is the pale color of the colonies formed by the Δ*fur* strain compared to the reddish color of the wild-type *S. oneidensis* colonies. The reddish color is attributed to the high level of cytochromes in *S. oneidensis*. We observed the same phenotype in our mutant strain in liquid culture but it was more readily noticeable in bacterial pellets (Figure 1B). Again, the deletion of *ryhB* in the Δ*fur* mutant nearly reverted the phenotype to wild-type appearance (Figure 1B). Furthermore, heme-staining of cell lysates after polyacrylamide gel electrophoresis showed that the Δ*fur* mutant contains a lower level of heme-containing proteins and this can be nearly completely reversed by deleting *ryhB* (Supplementary Figure 1D). Taken together, these results suggest that the Fur protein, through the sRNA RyhB, controls expression of proteins with importance for growth and controls the production of heme-containing proteins.

**Figure 1:**
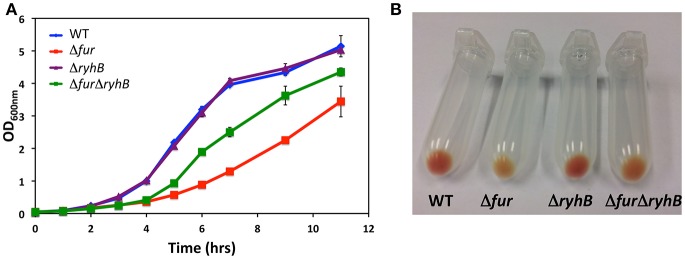
Deletion of *ryhB* nearly abolishes the phenotypes of a *fur* mutant. **(A)** Growth of *S. oneidensis* wild-type, Δ*fur*, Δ*ryhB*, and Δ*fur*Δ*ryhB* strains in LB medium at 30°C with shaking. **(B)** Bacterial pellets of stationary phase cultures of *S. oneidensis* wild-type and mutants.

### Identification of potential RyhB repressed genes

In order to identify targets of RyhB regulation in *S. oneidensis*, we used RNA sequencing (RNAseq) to assess the transcriptomes in various strains. 

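Total RNA from 9 cultures of *S. oneidensis* MR-1 was sequenced after depletion of rRNA, with 3 independent cultures each of the wild-type strain, the Δ*fur* mutant and the Δ*fur*Δ*ryhB* mutant, which was made from the Δ*fur* mutant. The cultures were harvested at an OD of about 0.7. The authors aligned the strand-specific reads with TopHat2, counted them on coding sequences with featureCounts, and deposited these counts without normalization. The table covers 4162 coding sequences, 4019 on the chromosome and 143 on the megaplasmid. The total count per culture lay between 13146961 and 14414290 in the wild-type (median 13947749), between 12663539 and 13250662 in Δ*fur* (median 13124967) and between 12628267 and 13814510 in Δ*fur*Δ*ryhB* (median 13109569), so depth hardly differed between the strains. Cultures of one strain always differed by more than the sampling noise, with a chi-square per degree of freedom over genes of at least 23.4 in all 15 pairs of replicates, and each was used as 1 replicate. From the counts, genes with more than 10 CPM in at least 3 of 15 libraries were kept, as in the methods of the study; the 15 include 6 libraries of plasmid-bearing strains. This left 3569 genes. edgeR's quasi-likelihood test with TMM normalization was fitted to all 15 libraries with 1 coefficient per strain, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The study used limma-trend on log2 CPM values, which was run as an alternative. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Levels are given as TMM-normalized CPM, as mean ± SD of 3 cultures. Without the TMM factor, the median log2 fold change of all genes moved up by 0.14 in Δ*fur* relative to the wild-type and moved by -0.10 in Δ*fur*Δ*ryhB* relative to Δ*fur*, so calls close to the threshold depend on this choice.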

We grew the wild-type, Δ*fur*, and Δ*fur*Δ*ryhB* strains in LB medium and isolated total RNA from three independent cultures of each. We hypothesized that Fur acts indirectly as a positive regulator via RyhB. According to the presumed regulatory mechanism, genes negatively regulated by RyhB should exhibit decreased expression in the Δ*fur* mutant, where RyhB levels are high relative to the wild-type strain. Conversely, we would expect an increased expression of a target gene in the Δ*fur*Δ*ryhB* mutant compared to the Δ*fur* mutant. 

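On *fur* itself (SO_1937, on the chromosome from 2041965 to 2042396), 2 to 5 reads were counted in each Δ*fur* library and 0 to 6 in each Δ*fur*Δ*ryhB* library, against 1668 to 2137 in the wild-type libraries, which places the deletion in the libraries labelled with it. Its level fell by 9.11 on the log2 scale in Δ*fur* relative to the wild-type (standard error 0.29, adjusted p = 1.12e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression was more than 2-fold higher in Δ*fur* than in the wild-type for 237 genes. The 5 largest increases on the log2 scale were 6.55 for SO_3585, 6.32 for SO_3030, 6.29 for SO_3031, 6.17 for SO_3669 and 6.15 for *hutZ* (SO_3667), with adjusted p-values of at most 2.33e-07 from the same test. SO_3030 and SO_3031 overlap neighbouring coding sequences on the same strand by 1 nt. Of the 237 genes, 97 were also more than 2-fold higher in Δ*fur*Δ*ryhB* than in the wild-type. As both comparisons use the same wild-type libraries, 50 data sets were simulated in which Δ*fur*Δ*ryhB* had the wild-type means, and none gave such a gene. A further comparison, of Δ*fur*Δ*ryhB* with Δ*fur*, showed a decrease of more than 2-fold for 98 of the 237 genes, and SO_3585 was among them, at a level near the wild-type again. Of the 237 genes, 65 lie in 3 stretches of neighbouring genes, SO_2939 to SO_2974, SO_2976 to SO_3012 and SO_3583 to SO_3587. A stricter test against a 2-fold change, edgeR's glmTreat, moved the number of genes higher in Δ*fur* most, to 142. No gene of the count table is named *ryhB*.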

The RNA sequencing confirmed that Fur acts as a repressor of *ryhB* expression as the RyhB level increases in the Δ*fur* mutant, as well as a repressor of the expression level of a number of other genes (Supplementary Table 3). 

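Relative to the wild-type, expression in Δ*fur* was lower by more than 2-fold for 67 of the genes tested. Apart from *fur* itself, their log2 fold changes ranged from -1.01 to -2.77, with a median of -1.29. In 293 of the 304 genes called in either direction, the 3 libraries of one strain all lay on one side of the 3 of the other; 57.3% of all genes tested were separated in this way, where chance gives 10%. The count table holds 63 of the 64 genes of Table 1, and all 63 were among the 67. The 4 others were *fur*, SO_0844, *pyrH* (SO_1631) and SO_3538. On the log2 scale, SO_0844 fell by 1.06 (standard error 0.20, adjusted p = 0.000757), *pyrH* by 1.01 (standard error 0.14, adjusted p = 6.31e-05) and SO_3538 by 1.05 (standard error 0.34, adjusted p = 0.0197), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the log2 fold change ranged from -1.24 to -0.91 for SO_0844 and from -1.08 to -0.87 for *pyrH*. Their decrease was therefore less than 2-fold in some of them. For SO_3538 the adjusted p ranged from 0.000738 to 0.0631 over 25 alternatives and was above 0.05 without Δ*fur* replicate 2 or 3 or wild-type replicate 1 or 2. The median absolute difference between these log2 fold changes and those of Table 1 was 0.0133 over the 63 genes. SO_2824, the remaining gene of Table 1, was tested with limma-trend on the normalized log2 CPM values that the authors deposited, and fell by 2.92 (standard error 0.54, adjusted p = 0.000589). Of the alternatives, the test against a 2-fold change moved the number of genes lower in Δ*fur* most, to 26. Normalization by library size alone gave 48 genes, of which all were among the 67 and 47 are in Table 1.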

Analysis of the RNAseq data showed that 64 genes were expressed at a lower level in the Δ*fur* mutant relative to the wild-type strain (minimum 2-fold difference and *p* < 0.05; Table 1).

Of the 64 genes we identified as expressed at a lower level in the Δ*fur* mutant relative to wild-type, 46 genes were expressed at a higher level in the Δ*fur*Δ*ryhB* mutant relative to the Δ*fur* mutant (*p* < 0.05), but were not differently expressed in the Δ*fur*Δ*ryhB* mutant relative to the wild-type strain (Table 1, group I). This result indicates that RyhB regulates these 46 genes and is responsible for the entire decrease in expression seen in the Δ*fur* mutant relative to the wild-type. 

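In the counts, 47 genes met the criteria of group I. Their expression in Δ*fur*Δ*ryhB* was higher than in Δ*fur* by 0.64 to 2.72 on the log2 scale, with a median of 1.00, and 22 of the 47 rose by more than 2-fold. Relative to the wild-type, their log2 fold changes in Δ*fur*Δ*ryhB* lay between -0.59 and 0.21 with a median of -0.22. Of the 47, 42 were below 0. In this fit, which has no replicate block, the difference was not significant for any of the 47. Expressed as a share of the decrease in Δ*fur*, the deletion of *ryhB* restored a median of 83.3% on the log2 scale, from 61.3% to 115%. The Δ*fur* libraries enter both comparisons, so genes chosen as low in Δ*fur* tend to appear higher in the next comparison by chance. In 50 simulated data sets in which Δ*fur*Δ*ryhB* had the Δ*fur* means, 60.2% of the genes lower in Δ*fur* appeared higher in Δ*fur*Δ*ryhB*, against 95.5% observed, their median log2 fold change was 0.05, against 0.97 observed, and no gene entered group I in any of them. The wild-type libraries are shared as well. In 50 simulated data sets in which Δ*fur*Δ*ryhB* had the wild-type means, 59.8% of the group I genes lay below the wild-type, against 89.4% observed. Their median log2 fold change was -0.04, and a median of 97.0% was restored. The simulated group I held a mean of 86.0 genes, against 47 observed. Each gene varied independently in the simulations, whereas the real libraries share deviations over many genes. A shared deviation of a few libraries is therefore not excluded as the cause of this contrast. The number in group I was 31 with normalization by library size alone, 26 with a 2-fold change asked in each comparison, and 13 with the test against a 2-fold change. It ranged from 45 to 56 with each library left out in turn. With a replicate block within each experiment, added after the data had been seen, the same 67 genes were lower in Δ*fur*. Of these 67, 56 kept their group. For the 46 genes of its group I, the paper infers from the return to a level not different from the wild-type that RyhB regulates them and accounts for all of their decrease in the Δ*fur* mutant.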

A second subset of the 64 Fur-activated genes, consisting of 12 genes, was expressed at a significantly different level (*p* < 0.05) in the Δ*fur*Δ*ryhB* mutant relative to both the Δ*fur* mutant and to the wild-type strain (Table 1, group II). Specifically, these genes were expressed at a higher level in the Δ*fur*Δ*ryhB* mutant compared to the Δ*fur* mutant and at a lower level relative to the wild-type. This expression pattern suggests that RyhB regulates these genes, but that other regulators could contribute as well. 

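This pattern was found for 14 genes in the counts. Their expression in Δ*fur*Δ*ryhB* rose by 0.42 to 1.33 on the log2 scale relative to Δ*fur* (median 0.73) and stayed below the wild-type, with log2 fold changes between -1.96 and -0.38 (median -0.65). The deletion of *ryhB* restored between 22.0% and 70.6% of the decrease, with a median of 51.5%. The line between groups I and II rests on the adjusted p in the comparison with the wild-type. SO_0141, with a log2 fold change of -0.59 there (standard error 0.18, adjusted p = 0.0525 from edgeR's quasi-likelihood test), was counted in group I, and its adjusted p ranged from 0.00471 to 0.154 over 25 alternatives and fell below 0.05 in 9 of them: with DESeq2 (0.0150), limma-trend (0.0406), RLE normalization (0.0489), limma-trend on the deposited log2 values (0.0429) and a replicate block within each experiment (0.0182), and without Δ*fur*Δ*ryhB* replicate 1, Δ*fur* replicate 2 or 3 or Δ*ryhB*/pKM033 replicate 1. The number in group II was 8 without Δ*fur*Δ*ryhB* replicate 1 or 2, 9 without Δ*fur* replicate 1 or wild-type replicate 3, and at most 16 with another library left out. With a replicate block within each experiment, an alternative added after the data had been seen, it was 23.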

Finally, 6 genes did not differ in expression level in the Δ*fur*Δ*ryhB* mutant compared to the Δ*fur* mutant (Table 1, group III and other), suggesting that Fur, but not RyhB regulates these genes.

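Of the 67 genes lower in Δ*fur*, 5 were not significantly higher in Δ*fur*Δ*ryhB* than in Δ*fur*: *fur*, which is deleted in both strains, *bfr1*, *bfr2*, SO_1977 and SO_0396. The level of SO_0396 was 9.95 ± 1.74 CPM (SD, n = 3) in Δ*fur* and 21.3 ± 12.2 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, a log2 fold change of 1.10 that is as large as that of many group I genes but has a standard error of 0.41 (adjusted p = 0.0641 from edgeR's quasi-likelihood test). Without Δ*fur*Δ*ryhB* replicate 3 the log2 fold change was 1.45 and the adjusted p 0.0134, and it was also below 0.05 without wild-type replicate 2 or 3, with DESeq2 (0.0180) and with a replicate block within each experiment (0.0399); over 25 alternatives the adjusted p reached 0.314. A further gene, SO_4047, rose past the wild-type level and falls in none of the groups. The number of genes in group III and other was 13 without Δ*fur* replicate 1 or 2, 11 without Δ*fur* replicate 3 or Δ*fur*Δ*ryhB* replicate 1, 10 without wild-type replicate 3, 9 without Δ*fur*Δ*ryhB* replicate 2 or wild-type replicate 2, and 8 without Δ*ryhB*/pKM033-ryhB replicate 3.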

To obtain a more direct measure of the targets of RyhB regulation, we performed RNAseq of total RNA isolated from a Δ*ryhB* mutant containing either a plasmid with an inducible *ryhB* gene or an empty plasmid. This allowed us to divide the 64 genes expressed at lower levels in the Δ*fur* strain into further subgroups. 

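RNA was sequenced from 3 independent cultures of Δ*ryhB* carrying pKM033-ryhB, in which an IPTG-inducible promoter drives *ryhB*, and from 3 carrying the empty plasmid pKM033. IPTG at 0.5 mM was added at an OD of about 0.2, and the cells were harvested after 60 min. These 6 cultures are separate from those of the other strains, and *fur* is intact in them. Their reads were aligned and counted by the authors in the same way, with total counts between 13022758 and 13217834 with RyhB overexpression (median 13110738) and between 12370568 and 14506847 with the empty plasmid (median 13073996), and both groups entered the fit over 15 libraries. On RyhB overexpression, 562 of the 3569 genes tested had an adjusted p under 0.05, with 78 lower and 14 higher by more than 2-fold. In 91 of these 92 genes the libraries of the 2 groups did not overlap; 32.9% of all genes were separated in this way (10% by chance). Without the TMM factor, the median log2 fold change of all genes moved up by 0.21, and 62 genes were called lower and 24 higher. Besides *scyA*, the largest decreases on the log2 scale were -4.11 for SO_3914, -3.55 for SO_4743, -3.54 for SO_4516 and -3.47 for SO_3673. The largest increases were 2.40 for SO_4694, 1.81 for *torC* (SO_1233), 1.75 for *torD* (SO_1231), 1.63 for *torA* (SO_1232) and 1.57 for SO_A0178. All 9 had an adjusted p of at most 0.000688 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across all genes tested, the log2 fold changes on RyhB overexpression and those of Δ*fur* relative to Δ*fur*Δ*ryhB*, in both of which the strain with more RyhB is compared with one without it, had a Spearman correlation of 0.466 and a Pearson correlation of 0.247; the 2 comparisons share no library, and genes are not independent replicates. With 1 library per strain the Spearman correlation was between 0.337 and 0.399.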

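Among the 47 group I genes in the counts, 21 were significantly lower on RyhB overexpression, and the same 21 genes are in group Ia of Table 1. Their log2 fold changes ranged from -0.57 to -3.57, with a median of -0.97. SO_4047, which is in group Ia of Table 1, was also lower on overexpression, but its level in Δ*fur*Δ*ryhB* was above the wild-type by 0.40 on the log2 scale (standard error 0.12, adjusted p = 0.0459 from edgeR's quasi-likelihood test), so that it was placed in no group; this adjusted p ranged from 0.0100 to 0.156 over 25 alternatives and was above 0.05 in 15 of them, among these the ones without any 1 library other than Δ*fur*Δ*ryhB* replicate 3, wild-type replicate 2 and Δ*ryhB*/pKM033 replicates 1 and 3. With normalization by library size alone 12 genes were in group Ia. For 17 of the 21 genes, the effect of plasmid-borne RyhB did not differ significantly from the effect of native RyhB in the Δ*fur* background (interaction term in the edgeR fit), and it differed for 4.

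**Figure D1:**
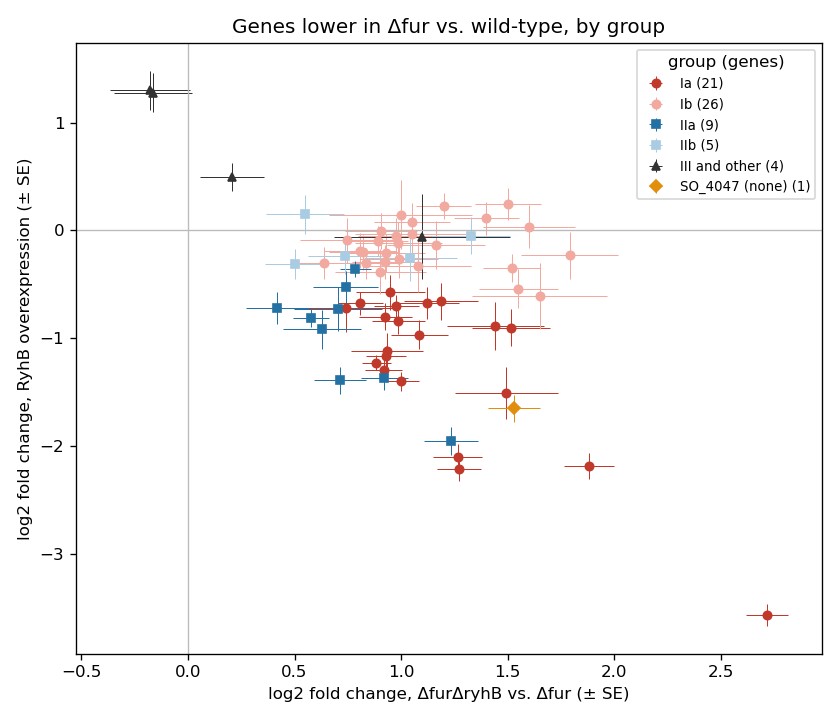
Genes lower in Δfur relative to the wild-type, with their log2 fold change in ΔfurΔryhB vs. Δfur on the horizontal axis and on RyhB overexpression on the vertical axis. Each point is 1 gene, marked by its group in the counts, bars are the standard error of the fit, and fur itself is left out. All 21 group Ia genes lie below 0 on the vertical axis.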

Of the 46 genes in group I, we found that 22 were expressed at a lower level when RyhB was overexpressed (Table 1, group Ia), strongly indicating that these genes are directly controlled by RyhB. Conversely, 24 genes belonging to group I did not change expression after overexpression of RyhB (group Ib). 

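The counts gave 26 genes in group Ib. Their log2 fold changes on RyhB overexpression lay between -0.61 and 0.24 with a median of -0.16, and 20 of the 26 were below 0. An absent call does not show that the effect differs between the 2 experiments, so the difference was tested with an interaction term in the same fit: it was significant for 11 of the 26 genes and not for 15. *gbpA* (SO_1072) rose most in this group, by 1.79 in Δ*fur*Δ*ryhB* relative to Δ*fur* (standard error 0.23, adjusted p = 9.51e-05), and changed by -0.23 on overexpression (standard error 0.22, adjusted p = 0.580). For SO_0827 the corresponding log2 fold changes were 1.52 (standard error 0.13, adjusted p = 3.41e-06) and -0.35 (standard error 0.13, adjusted p = 0.0916), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SO_2824, known here only from the deposited log2 values, rose by 2.86 on deletion of *ryhB* (limma-trend, standard error 0.54, adjusted p = 0.00166) and by 1.46 on overexpression (adjusted p = 0.0882 from limma-trend).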

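Of the 14 group II genes in the counts, 9 were significantly lower on RyhB overexpression, with log2 fold changes from -0.36 to -1.95 and a median of -0.82, and 5 were not, with log2 fold changes from -0.31 to 0.15. The 9 genes hold the 8 that Table 1 lists in group IIa, and *mtrB*. The 5 others include *omcA* and *pyrH*. Both subgroups are small and depend on single libraries: there were 5 genes in group IIa without Δ*fur*Δ*ryhB* replicate 1, Δ*fur* replicate 1, Δ*ryhB*/pKM033-ryhB replicate 3 or Δ*ryhB*/pKM033 replicate 3, and in group IIb there was 1 gene without Δ*fur*Δ*ryhB* replicate 2, 2 without wild-type replicate 3 and 3 without Δ*fur*Δ*ryhB* replicate 1 or 3. With the replicate number added as a replicate block, group IIb held 8 genes, and with a replicate block within each experiment, added after the data had been seen, 13.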

Of the group II genes, 8 out of 12 genes exhibited decreased expression when RyhB was overexpressed (group IIa), pointing to a direct control of these by RyhB.

Thus, genes from both group Ia and group IIa show a direct response to RyhB overexpression, indicating that they are regulated by Fur via RyhB. But, group Ia likely is regulated by Fur through RyhB exclusively, while group IIa is regulated by Fur through RyhB but also likely through another Fur-dependent or iron-dependent regulator.

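Of the 61 genes of groups I and II, 30 (49.2%) were significantly lower on RyhB overexpression, and 0 were higher at an adjusted or an unadjusted p under 0.05 from edgeR, or at an adjusted p from DESeq2 or limma-trend. Among the 3508 other genes tested, 339 (9.66%) were lower, which gives an odds ratio of 9.04 (Fisher's exact test, 2-sided, p = 1.04e-14; neighbouring genes are not independent). The groups were formed from libraries that do not enter the comparison of the plasmid-bearing strains. From the response to overexpression, the paper proposes that genes of groups Ia and IIa are under direct control of RyhB, and that Fur acts on them through it.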

We observe that groups Ia and IIa are comprised of many genes encoding iron-containing proteins such as cytochromes and proteins with iron-sulfur clusters. In fact, genes encoding iron-containing proteins represent about 50% of the RyhB-regulated genes (Table 1). 

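The annotations that Table 1 gives were searched for cytochromes, iron-sulfur or Fe-S proteins, an Fe-Fe hydrogenase and NrfA. With the genes grouped by the counts, 14 of the 30 genes in groups Ia and IIa (46.7%) carry such an annotation, and 3 of the 28 annotated genes in groups Ib and IIb (10.7%) do. The odds ratio between these is 7.04 (Fisher's exact test, 2-sided, p = 0.00364). Neighbouring genes such as *petA*, *petB* and *petC* were counted singly and are not independent. With the genes grouped as in Table 1, the numbers are 15 of 30 (50%) and 2 of 28 (7.14%). The words were chosen after the annotations of Table 1 had been read.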

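For 10 *c*-type cytochrome genes, *scyA*, *cctA*, SO_3420, *nrfA* (SO_3980), *cymA* (SO_4591), *petC* (SO_0610), *mtrA* (SO_1777), *mtrC* (SO_1778), SO_4047 and SO_4666, expression was lower in Δ*fur* than in the wild-type, higher in Δ*fur*Δ*ryhB* than in Δ*fur* and lower on RyhB overexpression, each with an adjusted p under 0.05. On overexpression 7 of the 10 fell by more than 2-fold. In Δ*fur*Δ*ryhB*, 6 of the 10 did not differ significantly from the wild-type. SO_3420 (on the chromosome from 3560061 to 3560510) rose by 1.27 on the log2 scale when *ryhB* was deleted in Δ*fur* (standard error 0.12, adjusted p = 5.01e-06) and fell by 2.10 on overexpression (standard error 0.12, adjusted p = 3.44e-08). *nrfA* rose by 1.49 (standard error 0.24, adjusted p = 0.000567) and fell by 1.51 on overexpression (standard error 0.24, adjusted p = 0.000706). *cymA* rose by 1.44 (standard error 0.23, adjusted p = 0.000479), and its decrease of -0.89 on overexpression (standard error 0.22, adjusted p = 0.0152) was no longer significant without Δ*ryhB*/pKM033-ryhB replicate 1 or 3 or Δ*ryhB*/pKM033 replicate 2, with an adjusted p of up to 0.0591 over 25 alternatives. For *mtrA* the rise was 0.63 (standard error 0.18, adjusted p = 0.0209), with an adjusted p between 0.00227 and 0.0836 over the alternatives and above 0.05 without Δ*fur*Δ*ryhB* replicate 1 or 2 or Δ*fur* replicate 1 or 2, and the change on overexpression was -0.92 (standard error 0.18, adjusted p = 0.00352). SO_4047, at 28.5 ± 1.91 CPM (SD, n = 3) in Δ*fur* and 82.3 ± 10.7 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, rose by 1.53 and fell by 1.65 on overexpression. SO_4666 rose by 0.92 (standard error 0.11, adjusted p = 6.25e-05) and fell by 1.37 on overexpression (standard error 0.11, adjusted p = 1.39e-06). These adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

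**Figure D2:**
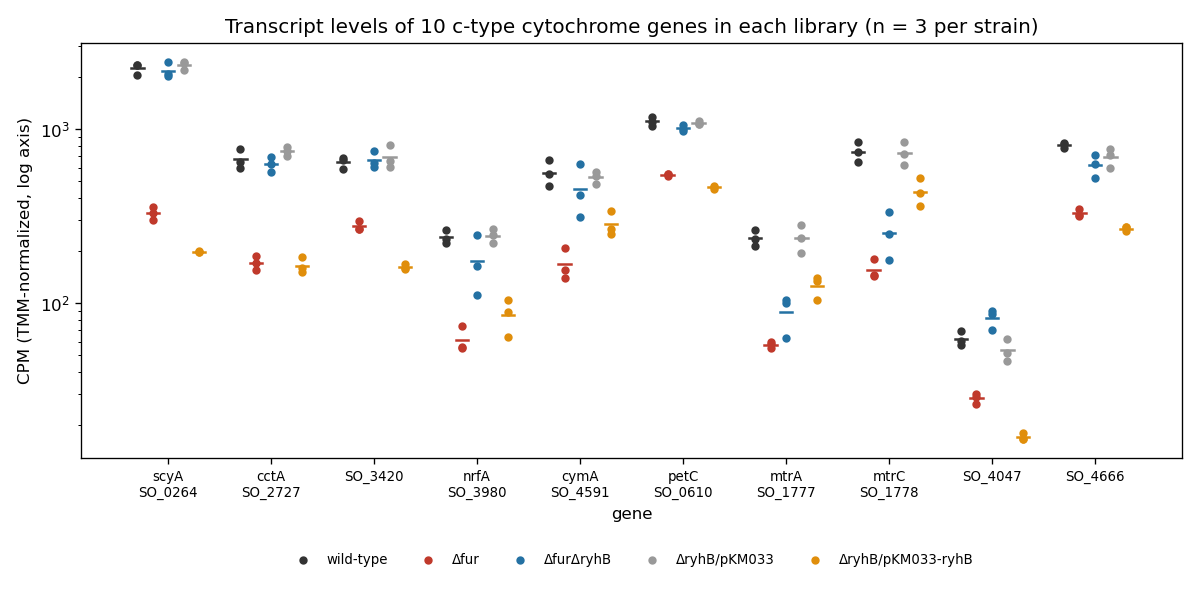
TMM-normalized CPM of 10 c-type cytochrome genes in each library, on a log axis, for 5 strains. Each point is 1 library, and each short line is the mean of the 3 libraries of a strain. For each gene the 3 Δfur libraries lie below the 3 wild-type libraries, and the 3 libraries with RyhB overexpression lie below the 3 with the empty plasmid.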

Our data show that RyhB influences the expression of 10 of the 41 possible functional *c*-type cytochromes: *scyA, cctA, SO_3420, nrfA, cymA, petC, mtrA, mtrC, SO_4047*, and *SO_4666*. Membrane proteins and transporters, including Omp35 (SO_3896), account for most of the remaining RyhB regulated genes, in both group Ia and IIa.

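The level of *omp35*, on the chromosome from 4042065 to 4043174, was 2736 ± 269 CPM (SD, n = 3) in Δ*fur* and 6445 ± 865 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, a log2 fold change of 1.24 (standard error 0.13, adjusted p = 1.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It remained below the wild-type by -0.57 (standard error 0.12, adjusted p = 0.00960). On RyhB overexpression its level was 2432 ± 283 CPM (SD, n = 3), which was lower than with the empty plasmid by -1.95 on the log2 scale (standard error 0.13, adjusted p = 1.69e-07).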

It is also noteworthy, that one of the first genes known to be regulated by RyhB in *E. coli, sodB* encoding superoxide dismutase (Massé and Gottesman, 2002), is also regulated by this sRNA in *S. oneidensis* as was suggested by an earlier study (Yang et al., 2010).

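Expression of *sodB* (SO_2881, on the chromosome from 3001475 to 3002059) changed by -1.42 on the log2 scale in Δ*fur* relative to the wild-type (standard error 0.11, adjusted p = 1.76e-07). It rose by 1.27 in Δ*fur*Δ*ryhB* relative to Δ*fur* (standard error 0.10, adjusted p = 2.22e-06), to 4895 ± 452 CPM (SD, n = 3), which did not differ significantly from the wild-type (log2 fold change -0.15, standard error 0.10, adjusted p = 0.414). RyhB overexpression lowered it to 1331 ± 194 CPM (SD, n = 3), a log2 fold change of -2.21 (standard error 0.11, adjusted p = 1.89e-08). The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.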

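*mtrB* (SO_1776) lies on the chromosome from 1856172 to 1858265, next to *mtrA*. Its level on RyhB overexpression was 321 ± 48.5 CPM (SD, n = 3), which was 1.65-fold below the level with the empty plasmid (log2 fold change -0.72, standard error 0.15, adjusted p = 0.00422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change stayed between -0.84 and -0.51 over 25 alternatives.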

One of the genes assigned to group III (genes not controlled by RyhB), SO_1776 encoding the outer membrane component MtrB of the MtrABC system for metal respiration, was actually downregulated by overexpression of RyhB (1.7-fold, *p* = 0.004). Indeed, revisiting the data showed that *mtrB* was expressed at a very slightly increased level in the Δ*fur*Δ*ryhB* mutant compared to the Δ*fur*, but not significantly (*p* = 0.059). 

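From 163 ± 9.74 CPM (SD, n = 3) in Δ*fur*, *mtrB* rose to 218 ± 41.9 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, a log2 fold change of 0.42 (standard error 0.15). Its adjusted p of 0.0469 from edgeR's quasi-likelihood test is close to the threshold: over 25 alternatives it ranged from 0.00862 to 0.156, and in 13 of them it was above 0.05, among these the ones without any 1 of the Δ*fur* libraries, Δ*fur*Δ*ryhB* replicate 1 or 2, wild-type replicate 1, Δ*ryhB*/pKM033-ryhB replicate 3 or Δ*ryhB*/pKM033 replicate 2 or 3. With limma-trend on the deposited log2 values it was 0.0591. Relative to the wild-type, *mtrB* stayed lower in Δ*fur*Δ*ryhB* by -1.20 (standard error 0.15, adjusted p = 6.00e-05).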

In light of the RyhB overexpression data and that fact the *mtrB* is located within an operon with *mtrC* and *mtrA*, that both belong to group IIa, we believe *mtrB* is likely to belong to that group of genes as well.

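Expression of *bfr2* (SO_1111) and *bfr1* (SO_1112), neighbouring genes on the chromosome from 1153719 to 1154669, was lower in Δ*fur* than in the wild-type by -2.29 (standard error 0.19, adjusted p = 4.87e-07) and -2.27 on the log2 scale (standard error 0.19, adjusted p = 6.11e-07). Deletion of *ryhB* in Δ*fur* changed them by -0.17 (standard error 0.18, adjusted p = 0.546) and -0.18 (standard error 0.19, adjusted p = 0.523), which is within the replicate error. On RyhB overexpression *bfr2* rose by 1.28 (standard error 0.18, adjusted p = 0.000293) to 742 ± 112 CPM (SD, n = 3), and *bfr1* by 1.30 (standard error 0.18, adjusted p = 0.000262) to 470 ± 72.0 CPM (SD, n = 3). SO_1977 was at 3.92 ± 0.166 CPM (SD, n = 3) in Δ*fur* and 4.53 ± 0.767 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, a log2 fold change of 0.21 (standard error 0.15, adjusted p = 0.341). It rose by 0.50 on overexpression (standard error 0.13, adjusted p = 0.0181), with an adjusted p of up to 0.0834 over 25 alternatives and above 0.05 without Δ*ryhB*/pKM033-ryhB replicate 2 or Δ*ryhB*/pKM033 replicate 1 or 3. The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.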

Surprisingly, three group III genes that did not appear to be controlled by RyhB (based on the fact that the expression level did not increase when *ryhB* was deleted in the Δ*fur* mutant) had elevated expression when RyhB was overexpressed. The genes encode an inner membrane protein of unknown function (SO_1977) and bacterioferritin subunits 1 and 2, an iron-storage complex.

### Iron-availability controls expression of periplasmic *c*-type cytochromes ScyA and CctA

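*scyA* (SO_0264) lies on the chromosome from 263645 to 263944. Its level was 2241 ± 170 CPM (SD, n = 3) in the wild-type, 329 ± 28.2 CPM (SD, n = 3) in Δ*fur* and 2170 ± 213 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*. Between Δ*fur*Δ*ryhB* and Δ*fur* this is a log2 fold change of 2.72 (standard error 0.10, adjusted p = 6.40e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest increase in that comparison among the genes with counts, and the difference between Δ*fur*Δ*ryhB* and the wild-type was within the replicate error (log2 fold change -0.05, standard error 0.09, adjusted p = 0.807). RyhB overexpression brought *scyA* from 2339 ± 130 CPM (SD, n = 3) to 197 ± 1.54 CPM (SD, n = 3). *cctA* (SO_2727, on the chromosome from 2843973 to 2844323) was at 673 ± 89.6 CPM (SD, n = 3) in the wild-type, 171 ± 16.6 CPM (SD, n = 3) in Δ*fur* and 630 ± 60.3 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*. It rose by 1.88 on deletion of *ryhB* (standard error 0.12, adjusted p = 1.64e-07) and fell by 2.18 on RyhB overexpression (standard error 0.12, adjusted p = 2.78e-08).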

Our RNAseq data suggested that two major periplasmic *c*-type cytochromes ScyA and CctA are indirectly activated by Fur, through RyhB. Because Fur responds to iron availability, we next assessed whether iron levels influence expression of *scyA* and *cctA* in the genetic backgrounds we constructed. Figure 2 (Supplementary Figure 3) show the relative expression values of *scyA* and *cctA* in the wild-type, Δ*fur*, Δ*ryhB*, and Δ*fur*Δ*ryhB* strains during growth in LB medium (Fe-rich) and 30 min after addition of the iron chelator 2,2′-dipyridyl (Fe-limitation). Iron-limitation dramatically decreased expression of both *scyA* and *cctA* in the wild-type strain, to about 10–20% of the level under iron-rich conditions. In contrast, iron depletion did only very slightly influence expression in the Δ*fur* mutant, where expression was at a low level under both conditions. This suggests that sensing of iron availability through Fur controls expression of these two cytochromes. Deletion of *ryhB* in the wild-type background had no or a very minor effect on *scyA* and *cctA* expression. Their expression level remained relatively high under iron limitation, demonstrating that RyhB is required for the decreased expression under iron limiting conditions. Likewise, expression levels of *scyA* and *cctA* in the Δ*fur*Δ*ryhB* mutant were not or only very slightly affected by iron-limitation and stayed at a level comparable to the wild-type strain under iron-rich conditions. Taken together, these data strongly indicate that iron limitation decreases expression of the periplasmic cytochromes ScyA and CctA in a Fur-dependent manner that relies on the presence of RyhB.

**Figure 2:**
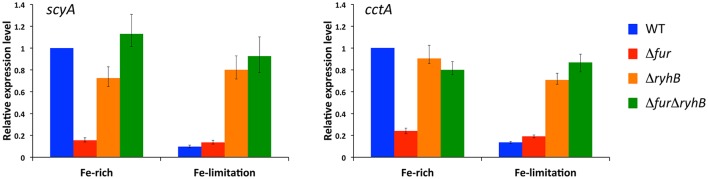
Expression of *scyA* and *cctA* is regulated by iron-availability through Fur and RyhB. Transcript levels were assessed by qRT-PCR in *S. oneidensis* wild-type, Δ*fur*, Δ*ryhB*, and Δ*fur*Δ*ryhB* strains in rich medium (iron-rich) and after 30 min growth with the iron chelator 2,2′-dipyridyl (iron-limitation). Transcript levels are shown relative to wild-type level in rich medium as expression ratio of four technical replicates (error bars, standard error). Results from an independent experiment are shown in Supplementary Figure 3.

### RyhB alters the stability of several target transcripts

To establish whether RyhB regulates the expression of gene targets in *S. oneidensis* by affecting the stability of their mRNAs, we determined the transcript levels of *scyA* and *cctA* at specific times after transcription was stopped in the wild-type, Δ*fur* and Δ*fur*Δ*ryhB* strains (Figure 3A). We observed that the amount of transcript decreases in all strains over time, but dramatically faster in Δ*fur* than in the wild-type or Δ*fur*Δ*ryhB* strains, showing that RyhB affects transcript stability. When RyhB is overexpressed from a plasmid, it has a similar severe effect on transcript stability (Figure 3B), suggesting that the decreased transcript levels observed in the Δ*fur* strain, is due to mRNA destabilization rather than decreased transcription. We wondered whether this effect would also be observed with other of the RyhB regulated target genes we identified by RNAseq analysis. As can be seen in Figure 3B, both *omp35* and *nrfA* transcript stabilities were significantly altered after RyhB overexpression. In contrast, this was not the case for the RyhB-independent *recA* gene, verifying that overexpression of RyhB does not generally affect mRNA stability in *S. oneidensis* (Supplementary Figure 4). The results show that RyhB affect the mRNA stability of its targets ScyA, CctA, NrfA, and Omp35 and suggest that RyhB binding to the target mRNAs promotes degradation by RNases.

**Figure 3:**
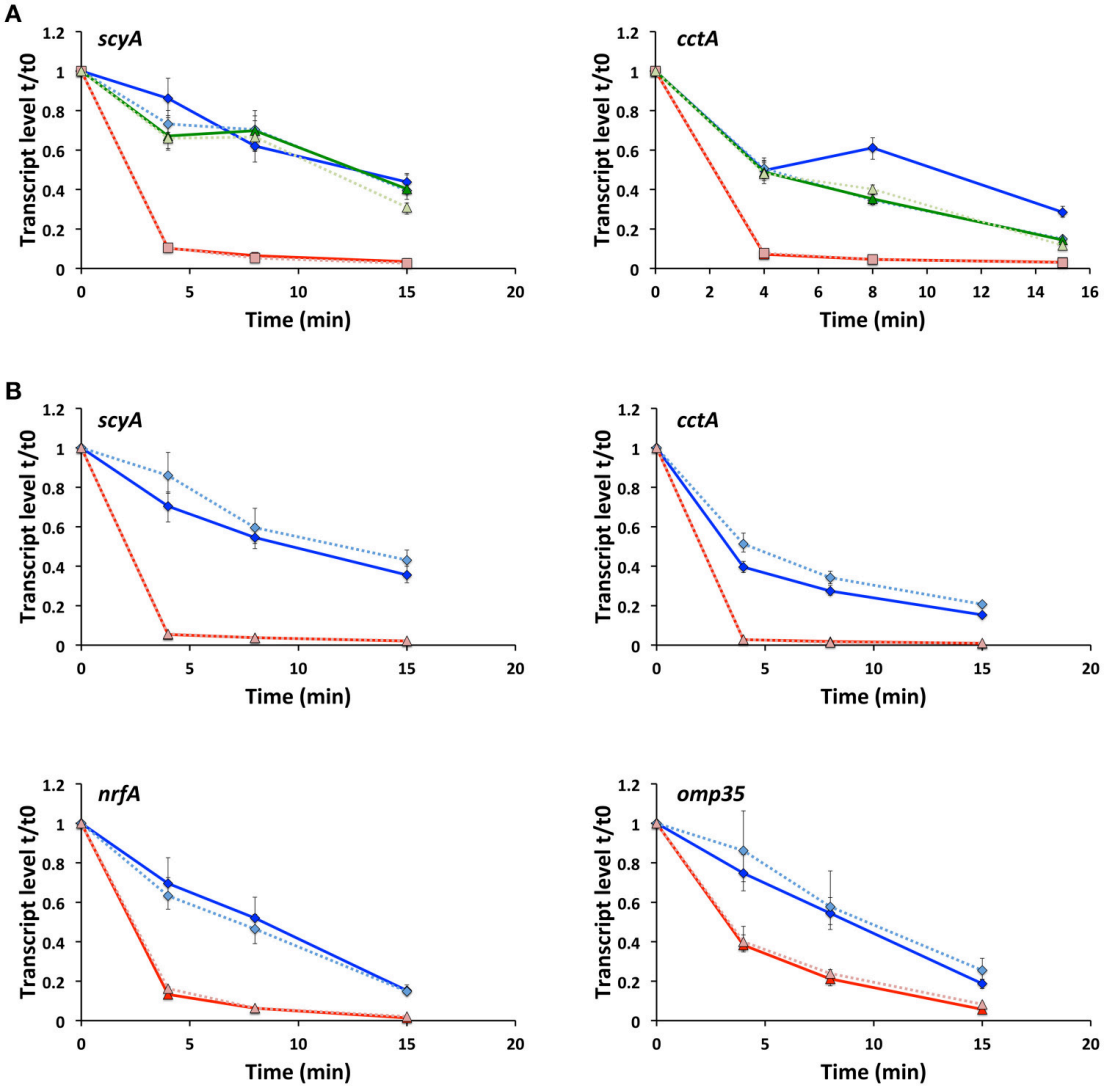
Production of RyhB affects the stability of the target mRNA. **(A)** Transcript levels of *scyA* and *cctA* genes in the wild-type (blue diamonds), Δ*fur* (red squares) and Δ*fur*Δ*ryhB* (green triangles) strains at 0, 4, 8, and 15 min after transcription was stopped. qRT-PCR was used to determine the transcript level relative to time 0, just before addition of rifampicin. Data shown are from two experiments; each with four replicate cDNA samples used in qPCR and shown as expression ratio ± standard error. For all strains, data from experiment 2 are depicted in lighter color and using a dashed line. **(B)** Transcript levels of *scyA, cctA, nrfA*, and *omp35* genes at 0, 4, 8, and 15 min after transcription was stopped in the Δ*ryhB* mutant containing an empty plasmid (pKM033) (blue diamonds) or a plasmid expressing RyhB (pKM033-ryhB) (red triangles). qRT-PCR was used to determine the transcript level relative to time 0, just before addition of rifampicin. Data are from two experiments; each with four replicate cDNA samples used in qPCR and shown as expression ratio ± standard error. For both strains, data from experiment 2 are depicted in lighter color and using a dashed line.

### RyhB down-regulation of cytochromes CctA and ScyA is mediated by the 5′-end of target genes

Our data show that RyhB down-regulates expression of the *cctA* and *scyA* genes by affecting their mRNA stability. *In silico* analysis using the IntaRNA software (Busch et al., 2008; Wright et al., 2014; Mann et al., 2017) predicts that RyhB interacts with *scyA* mRNA sequences at the beginning of the coding region but down-stream from the ribosome binding site and start codon (Figure 4A). RyhB is predicted to interact with a relatively long sequence of the *cctA* mRNA beginning at the start codon. In order to investigate whether RyhB interacts with the 5′end of these two target genes and to present further evidence for RyhB-dependent regulation of these genes, we established a *lacZ*-based reporter system in *S. oneidensis*. The 5′UTR (transcription start sites are designated as +1 and are based on Shao et al., 2014) of *cctA* and *scyA* and the beginning of the genes were fused in-frame to the *E. coli lacZ* missing the first 8 codons. The fusions were expressed on a plasmid from an artificial P_lac_ promoter containing a LacI binding site between the −10 and −35 sequences. At the same time, RyhB is expressed from the same promoter on a second plasmid, which also contains the *lacI* gene from *E. coli*. The *cctA-lacZ* fusion comprises the first 26 codons of *cctA*, which contains the entire sequence predicted to interact with RyhB. We made two different fusions of *scyA* with *lacZ*, one containing the first 25 codons of *scyA*, which include the entire sequence predicted to interact with RyhB (*scyA*-25-*lacZ*) and a second encompassing only part of the interaction region (*scyA*-14-*lacZ*) (Figure 4A). When the fusions were expressed in the Δ*ryhB* strain in combination with the plasmid expressing RyhB, the activity of the fusion protein was lower than when RyhB was not expressed (Figure 4B). Even though the activity of both *scyA* fusions were lower in the presence of RyhB, the fusion containing the entire region predicted to interact with RyhB was decreased to a significantly higher extent (25- vs. 3.3-fold decrease). This indicates that the predicted region is involved in RyhB-dependent regulation and that the entire sequence is required for high-level regulation. No RyhB-dependent decrease in the activity of two control fusions was observed (*SO_0827-lacZ* and *htpG-lacZ*) ruling out a general effect of overproducing RyhB on LacZ activity. Thus, the reporter fusion data show that the 5′ ends of the *cctA* and *scyA* mRNAs are sufficient to ensure down-regulation of expression by RyhB and provide further evidence of RyhB-dependent down-regulation of the two cytochromes.

**Figure 4:**
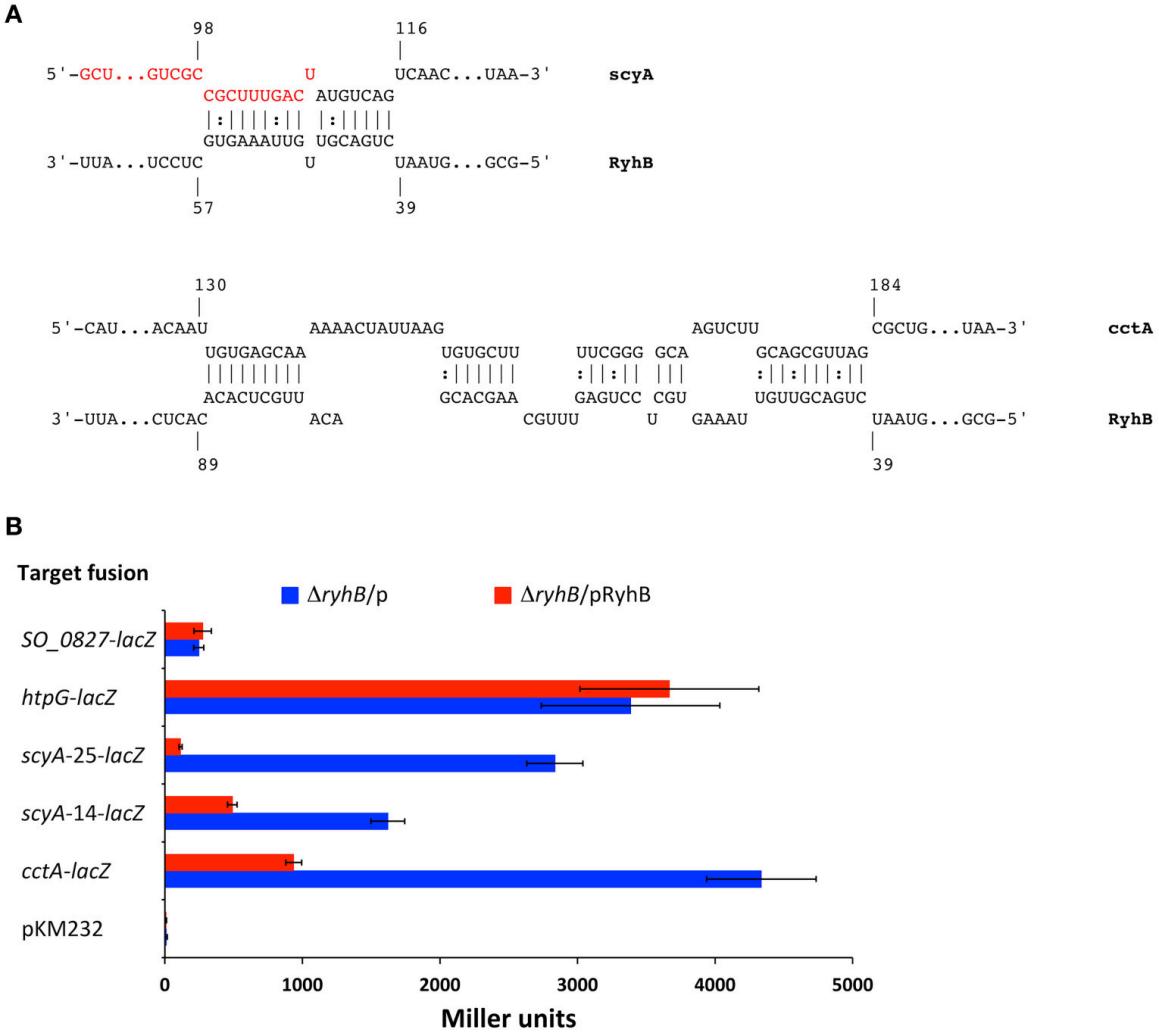
RyhB regulation of ScyA and CctA expression is mediated by sequences in the start of the genes. **(A)** Predicted interactions between RyhB and *scyA* and *cctA* mRNAs. Predictions were made with IntaRNA (Busch et al., 2008; Wright et al., 2014; Mann et al., 2017). Nucleotides are numbered according to their transcription start site (Shao et al., 2014). The transcription start site is located 66 nt upstream from the translational start for *scyA. cctA* contains two transcription start sites located 85 and 131 nt upstream from the translational start site, respectively (the numbers in the figure refer to the start site 131 nt upstream the translational start, which is used for the *cctA-lacZ* fusion). Nucleotides marked in red are designating the end of *scyA* codons in the fusion *scyA*-14*-lacZ*. **(B)** Regulation of target gene fusions by expression of RyhB. β-galatosidase activity was quantified from gene-*lacZ* fusions harbored on a plasmid in the presence of another plasmid with inducible RyhB production, pKM033-ryhB (pRyhB), or in the presence of an empty plasmid, pKM033 (p). pKM232 contains a promoter-less and truncated *lacZ* gene missing the first 8 codons. Data are from two independent experiments, each with duplicate cultures, and triplicate samples. Activity is expressed as the mean (Miller units) ± *SD*.

### Hfq is necessary for RyhB-dependent regulation

In Gram-negative bacteria, regulation of gene expression by sRNAs often relies on the RNA chaperone Hfq. To determine whether Hfq is required for RyhB function, we constructed a Δ*hfq* mutant strain, which exhibited the small colony and reduced growth phenotype that is well-known for several bacterial species, including *S. oneidensis* (Dietrich et al., 2009; Meibom et al., 2009; Mégroz et al., 2016). To assess the importance of Hfq for RyhB-dependent destabilization of target mRNAs, we overproduced RyhB in the Δ*hfq* mutant and quantified the mRNA level over time after transcription was stopped. Overproduction of RyhB either did not affect or very slightly affected the stability of the mRNA of the target genes *scyA, cctA, nrfA*, and *omp35* (Figure 5A), which is in stark contrast to the results obtained when Hfq is present (Figure 3B). This finding points to the fact that Hfq is required for the RyhB-induced destabilization of the target mRNAs. The involvement of Hfq was further assessed by measuring the activity of the gene-*lacZ* fusions in the Δ*hfq* strain (Figure 5B). The activity of the *cctA-lacZ* and both *scyA-lacZ* fusions decreased only slightly when RyhB was overproduced in this mutant. From this evidence, we conclude that Hfq is required for optimal function of RyhB during regulation of CctA and ScyA expression.

**Figure 5:**
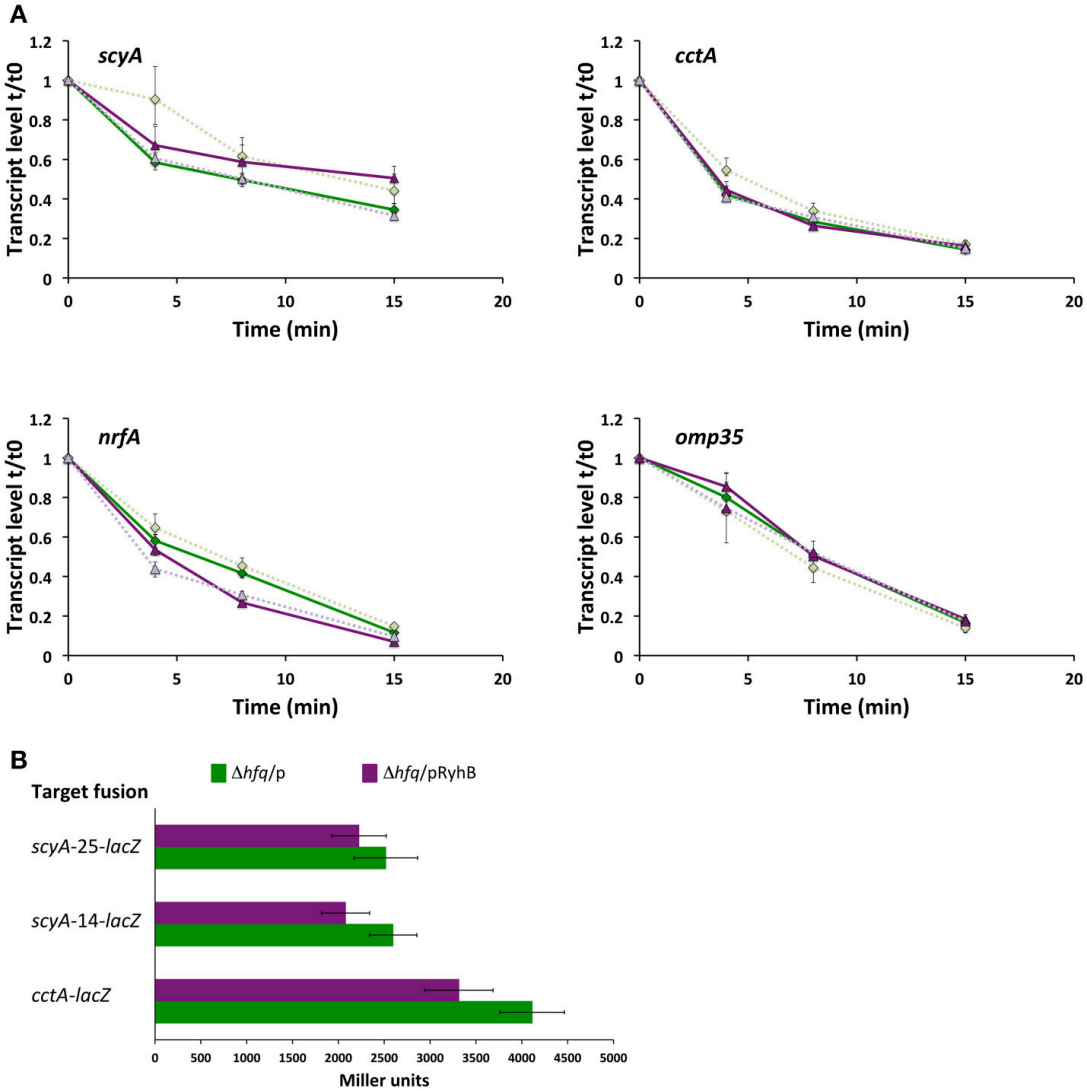
Hfq is required for regulation of RyhB targets. **(A)** Transcript levels of *scyA, cctA, nrfA*, and *omp35* genes at 0, 4, 8, and 15 min after transcription was stopped in a Δ*hfq* mutant containing an empty plasmid (pKM033) (green diamonds) or a plasmid expressing RyhB (pKM033-ryhB) (purple triangles). qRT-PCR was used to determine the transcript level relative to time 0, just before addition of rifampicin. Data are from two experiments; each with four replicate cDNA samples used in qPCR and shown as expression ratio ± standard error. For both strains, data from experiment 2 are depicted in lighter color and using a dashed line. **(B)** Activity of plasmid encoded target gene fusions in the Δ*hfq* mutant expressing RyhB (from pKM033-RyhB; pRyhB) or containing an empty plasmid (pKM033; p). Activities are shown as the mean (Miller units) ± *SD* and are the data from two independent experiments, each with duplicate cultures, and triplicate samples.

## Discussion

*S. oneidensis* uses numerous electron acceptors for respiration. Most electron acceptors are reduced in the periplasm or at the bacterial surface, with *c*-type cytochromes playing a key role. It has been suggested that the periplasmic electron transfer network is dynamic and that simultaneous production of several functional electron transport chains allows *S. oneidensis* to release electrons quickly to a variety of available electron acceptors (Sturm et al., 2015). The findings presented here strongly indicate that the expression of numerous *c*-type cytochromes with varying cellular locations and functional roles in response to fluctuating iron availability is regulated by the small RNA RyhB through the master iron regulator Fur.

The presence of a RyhB homolog in *S. oneidensis* was reported in a previous study that was primarily directed at determining RyhB's potential role in regulating TCA cycle genes (Yang et al., 2010). However, due to unsuccessful attempts to generate a null mutant, a specific role for RyhB was not demonstrated, although it was shown that RyhB expression was increased in a *fur* mutant and that RyhB overexpression reduced the amount of the *sodB* transcript, a known RyhB target in *E. coli*. Our results corroborate the findings that *sodB*, but not the TCA cycle genes *sdhA* and *acnA*, are targets of RyhB (Yang et al., 2010). Also, since we were successful in generating a *ryhB* mutant in both the wild-type strain and in a Δ*fur* mutant, we were able to characterize this sRNA in *S. oneidensis*.

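*sdhA* (SO_1928, on the chromosome from 2031618 to 2033384) was expressed at a lower level in Δ*fur* than in the wild-type by -0.72 on the log2 scale (standard error 0.17, adjusted p = 0.00343), which is less than 2-fold. It rose by 0.49 in Δ*fur*Δ*ryhB* relative to Δ*fur* (standard error 0.17, adjusted p = 0.0449), with an adjusted p between 0.00719 and 0.167 over 25 alternatives and above 0.05 in 12 of them, among these the ones without any 1 of the Δ*fur* libraries, Δ*fur*Δ*ryhB* replicate 2 or 3, wild-type replicate 1 or 2 or Δ*ryhB*/pKM033-ryhB replicate 2 or 3. On RyhB overexpression it changed from 1616 ± 383 CPM (SD, n = 3) to 781 ± 92.8 CPM (SD, n = 3), a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.000833), which kept an adjusted p of at most 0.0104 over the alternatives. The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *acnA* was not analysed here because no gene carries that symbol in the tables used.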

RNA sequencing of mutant strains and a RyhB overexpressing strain permitted us to identify putative targets of RyhB regulation. The RNAseq results of the Δ*fur* mutant identified 64 genes downregulated in the mutant relative to wild-type (Table 1). It should be noted that other microarray-based early transcriptomic studies of a Δ*fur* mutant yielded disparate results (Thompson et al., 2002; Wan et al., 2004). The most recent study (Yang et al., 2008) has focused on genes upregulated in the Δ*fur* mutant relative to wild-type. We observed very little overlap between the 64 genes expressed at a lower level in our study, and the 56 expressed a lower level in Δ*fur* in the aforementioned study. This discrepancy is likely due to differing experimental conditions.

Amongst the 64 genes identified above, a sizeable number whose expression level is reduced by the action of RyhB encode proteins that contain iron as a cofactor. In *E. coli*, RyhB ensures iron conservation in order to guarantee its availability for essential pathways by reducing the expression of iron-binding proteins under iron-limiting conditions (Massé et al., 2005). A recent study found that heme biosynthesis enzymes, cytochrome maturation functions, and heme proteins are one group of iron-containing proteins that appear to mostly escape regulation by RyhB in *E. coli* (Beauchene et al., 2015). In contrast to *E. coli*, heme proteins make up the major part of the iron-containing proteins regulated by RyhB in *S. oneidensis* MR-1. Of the 41 possible functional *c*-type cytochromes in *S. oneidensis*, RyhB negatively affected expression of 10: ScyA, PetC, MtrA, MtrC, CctA, SO_3420, NrfA, SO_4047, CymA, and SO_4666. We found that expression of these 10 cytochromes was reduced in a *fur* mutant (where RyhB levels are elevated) and when RyhB is over-expressed, and conversely that transcript levels increased when *ryhB* was deleted in the *fur* mutant. Since RyhB expression is repressed by Fur, its level increases under iron-limiting conditions when less Fur is actively bound to promoter regions. Therefore, expression of RyhB repressed genes is expected to decrease when iron becomes scarce. We confirmed this for *scyA* and *cctA* and would assume that other RyhB regulated cytochrome genes respond the same way. In fact, an earlier study of the iron response of *S. oneidensis* MR-1 found that iron depletion represses expression of a number of genes involved in anaerobic energy metabolism, including *cymA, mtrA, mtrC*, and *omcA* (Yang et al., 2009). Our results demonstrate that the previously observed down-regulation of cytochrome gene expression after iron depletion, with the exception of *omcA*, is likely to be mediated through Fur and RyhB.

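*omcA* (SO_1779, on the chromosome from 1861693 to 1863900) was expressed at a lower level in Δ*fur* than in the wild-type by -2.51 on the log2 scale (standard error 0.19, adjusted p = 2.35e-07). It rose by 0.55 in Δ*fur*Δ*ryhB* relative to Δ*fur* (standard error 0.18, adjusted p = 0.0386), with an adjusted p between 0.00703 and 0.177 over 25 alternatives and above 0.05 in 9 of them, among these the ones without any 1 of the Δ*fur* libraries, Δ*fur*Δ*ryhB* replicate 1 or 2 or Δ*ryhB*/pKM033-ryhB replicate 3. It remained below the wild-type by -1.96 (standard error 0.19, adjusted p = 4.55e-06). On RyhB overexpression no change was detectable (log2 fold change 0.15, standard error 0.18, adjusted p = 0.681). The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.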

A significant number of the genes in groups I and II were not downregulated after RyhB overexpression (groups Ib and IIb). This suggests that RyhB is not directly regulating these genes. In contrast, deleting *ryhB* in the Δ*fur* strain increased their expression, suggesting a role for RyhB. We have no conclusive explanation for these apparently contradictory results, but believe it could be a consequence of the effect deleting *fur* has on the physiology of *S. oneidensis*. Down-regulation of certain genes in the Δ*fur* mutant relative to the wild-type could be a result of the growth change tied to Fur loss, whereas the increase in expression after the consecutive deletion of *ryhB* reflects the reversion of growth to wild-type level rather than direct regulation by RyhB.

Three genes that, based on RNAseq data, were not regulated by RyhB (i.e., pertaining to group III) exhibited higher expression upon RyhB overexpression. This result can be attributed to increased intracellular iron concentrations as a result of the decreased production of iron-containing proteins, as observed in *E. coli* (Jacques et al., 2006). Increased iron concentration would lead to higher activity of Fur as a positive regulator of these genes. We do not know whether Fur directly activates these genes or whether another regulatory molecule, maybe another small RNA, is involved. In agreement with this, we found that some of the Fur-repressed genes (e.g., iron uptake genes that are increased in expression in the Δ*fur* strain) are transcribed at a lower level when RyhB is over-expressed (data not shown) and attribute this to elevated iron levels leading to increased repression by Fur.

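Among the genes more than 2-fold higher in Δ*fur* than in the wild-type, 48 of 237 (20.3%) were significantly lower on RyhB overexpression and 16 were higher. Of the 3332 other genes tested, 321 (9.63%) were lower and 177 higher. The odds ratio for being lower is 2.38 with a 95% confidence interval from 1.66 to 3.36 (Fisher's exact test, 2-sided, p = 2.32e-06; genes of one operon are not independent), and the 2 comparisons share no library. Without the 3 stretches of neighbouring genes that hold 65 of the 237, the odds ratio is 3.52. It is 3.81 with normalization by library size alone and 3.62 without Δ*ryhB*/pKM033 replicate 2, and at least 2.02 over all alternatives. By more than 2-fold, 41 of these genes were lower, out of 78 such genes in all. The 48 genes include SO_3914, SO_4516, SO_4743, SO_3673 and *hutX* (SO_3668). Of the 48, 46 stayed more than 2-fold above the wild-type in Δ*fur*Δ*ryhB*. In the strains without *fur*, deletion of *ryhB* left 40 of the 48 without a significant change, with a median log2 fold change of -0.04 over all 48, against a median of -2.01 on overexpression. The 40 is from the fit without a replicate block. With a replicate block within each experiment, added after the data had been seen, SO_4516 rose by 0.53 (edgeR, adjusted p = 0.00364). SO_3030 then changed by -0.66 (edgeR, adjusted p = 0.0299).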

We saw, as others before (Yang et al., 2008), that deletion of *fur* results in several physiological changes, most notably a decreased growth rate and loss of the signature red color of *S. oneidensis* cultures and colonies. Notably, these phenotypes were almost completely reversed by deletion of *ryhB*, emphasizing that RyhB controls important cellular processes. The disappearance of the red color can be explained by the significant downregulation of the numerous *c*-type cytochromes in the *fur* mutant, which was further supported by visualizing the reduced amount of heme-containing proteins in the Δ*fur* strain. It is also possible that the reduced growth of the Δ*fur* mutant is linked to the decreased production of cytochromes. Two of the most abundant periplasmic *c*-type cytochromes, ScyA and CctA, as well as the membrane anchored CymA, which functions as the electron donor to several periplasmic electron chains are significantly downregulated in the Δ*fur* mutant. It is known that deletion of *cymA* results in decreased ability to use the anaerobic electron acceptors Fe(III), Mn (IV), Cr(VI), nitrate, fumarate, and DMSO, but that it does not impact aerobic growth (Myers and Myers, 1997; Schwalb et al., 2003; Gao et al., 2010). The precise role played by ScyA is not known, but it has been identified as a mediator of electron transport between CymA and the diheme cytochrome c5 peroxidase CcpA (Schütz et al., 2011). Whereas a *scyA* null mutant does not exhibit any major phenotype with respect to growth with a number of electron acceptors (Jin et al., 2013), the gene does appear to have an impact on the fitness of *S. oneidensis* under some conditions (Deutschbauer et al., 2011; Wetmore et al., 2015).

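*petA* (SO_0608), *petB* (SO_0609) and *petC* lie next to each other on the chromosome from 633799 to 636298, with adjoining coding sequences that overlap by 1 nt. Relative to the wild-type, their log2 fold changes in Δ*fur* were -1.05 for *petA* (standard error 0.09, adjusted p = 5.31e-07), -1.12 for *petB* (standard error 0.09, adjusted p = 2.35e-07) and -1.02 for *petC* (standard error 0.07, adjusted p = 5.76e-08). In Δ*fur*Δ*ryhB* relative to Δ*fur* they rose by 0.92, 1.00 and 0.88, respectively, with adjusted p-values of at most 7.03e-06, and the differences from the wild-type, of -0.13, -0.12 and -0.13, were not significant (adjusted p of at least 0.245). On RyhB overexpression the log2 fold changes were -1.29, -1.40 and -1.23. The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With normalization by library size alone, none of the 3 genes was more than 2-fold lower in Δ*fur*.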

The genes for the three subunits of the ubiquinol-cytochrome *c* reductase complex are all expressed at lower level in the *fur* mutant, and deleting *ryhB* abolishes this. The three genes encode the Fe-S subunit PetA, the cytochrome *b* subunit PetB, and the cytochrome *c*1 subunit PetC. It is possible that the decreased expression of these genes accounts for the growth defect of the *fur* mutant as both *petA* and *petC* mutants exhibit an aerobic growth defect (Gao et al., 2010; Luo et al., 2013).

This study was initiated by searching for regulators controlling expression of the outer membrane decaheme *c*-type cytochrome MtrC, one of the proteins involved in metal respiration. Our RNA sequencing data strongly indicate that MtrC is controlled by Fur, indirectly by the action of the sRNA RyhB. However, the data also suggest that other regulators contribute, as *ryhB* deletion does not completely relieve the effect of the *fur* deletion. 

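The level of *mtrC*, on the chromosome from 1859348 to 1861363, was 156 ± 20.1 CPM (SD, n = 3) in Δ*fur* and 254 ± 79.1 CPM (SD, n = 3) in Δ*fur*Δ*ryhB*, a log2 fold change of 0.70 (standard error 0.21, adjusted p = 0.0210). Relative to the wild-type it was lower by -2.25 in Δ*fur* (standard error 0.21, adjusted p = 1.86e-06) and still by -1.55 in Δ*fur*Δ*ryhB* (standard error 0.21, adjusted p = 0.000156). On RyhB overexpression it changed by -0.73 (standard error 0.20, adjusted p = 0.0264). The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 25 alternatives, the adjusted p ranged from 0.00317 to 0.0940 for the increase on deletion of *ryhB*, which was above 0.05 without Δ*fur*Δ*ryhB* replicate 1 or Δ*fur* replicate 2 or 3 and in a fit to 6 libraries, and from 0.00298 to 0.107 for the decrease on overexpression, which was above 0.05 without Δ*ryhB*/pKM033-ryhB replicate 1 or 3 or Δ*ryhB*/pKM033 replicate 2 or 3 and with normalization by library size alone.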

Under iron-limiting conditions, when expression of RyhB is increased, *mtrC* transcript levels decrease, however the *mtrC* transcript level is also decreased under iron-limitation in a *ryhB* mutant (data not shown), supporting that other iron-dependent regulators in addition to RyhB control *mtrC* expression. The identity of this regulator (or regulators) is currently unknown.

In other species, RyhB exerts its function by base-pairing to sequences in target gene mRNAs, which often leads to mRNA degradation (Oglesby-Sherrouse and Murphy, 2013). Hfq is a RNA chaperone that is required for the function of many regulatory sRNAs (Updegrove et al., 2016). Hfq mediates interactions between sRNA molecules and their mRNA targets and stabilizes the sRNA. Since Hfq participates to the function of numerous sRNAs in a single organism, *hfq* null mutants often exhibit pleiotropic phenotypes. This is also the case for *S. oneidensis* (Brennan et al., 2013) and specifically it was observed that a *hfq* mutant synthesizes hemes at a reduced level, although the mechanism remains unknown (Brennan et al., 2014). Our data demonstrate that RyhB requires Hfq for its function in *S. oneidensis*. Over-production of RyhB strongly destabilizes the mRNA of the examined targets, *cctA, scyA, nrfA*, and *omp35* but this is circumvented in the *hfq* null mutant. We assume Hfq promotes limited base-pairing between RyhB and the target mRNAs. This is supported by assessing the effect of RyhB over-production on the activity of fusions between *lacZ* and the mRNA region of *scyA* and *cctA* that was proposed *in silico* to base-pair with RyhB. When Hfq is present, RyhB over-production reduces the activity of the reporter fusions but no decrease was seen when Hfq is absent. As Hfq appears to be required for RyhB function, we would expect the effect on growth observed due to loss of *fur* that can be alleviated by deleting *ryhB*, could also be alleviated by deletion of *hfq*. However, despite numerous attempts, we were unable to construct a double *fur hfq* null mutant, possibly due the effect the loss of each gene has on the growth.

In summary, we propose a model for regulation of how iron availability controls cytochrome expression through Fur and the sRNA RyhB in *S. oneidensis* (Figure 6). Under iron-replete conditions, Fur represses of expression of RyhB as well as many proteins involved in iron uptake and *c*-type cytochromes are expressed. Iron limitation alleviates Fur repression, thus RyhB expression is increased and this reduces production of numerous cytochromes, thereby likely preserving iron for essential proteins. Our data furthermore suggest that some genes, including *mtrC*, rely not only on RyhB, but also on additional Fur- or iron-dependent molecules(s) for their regulation.

**Figure 6:**
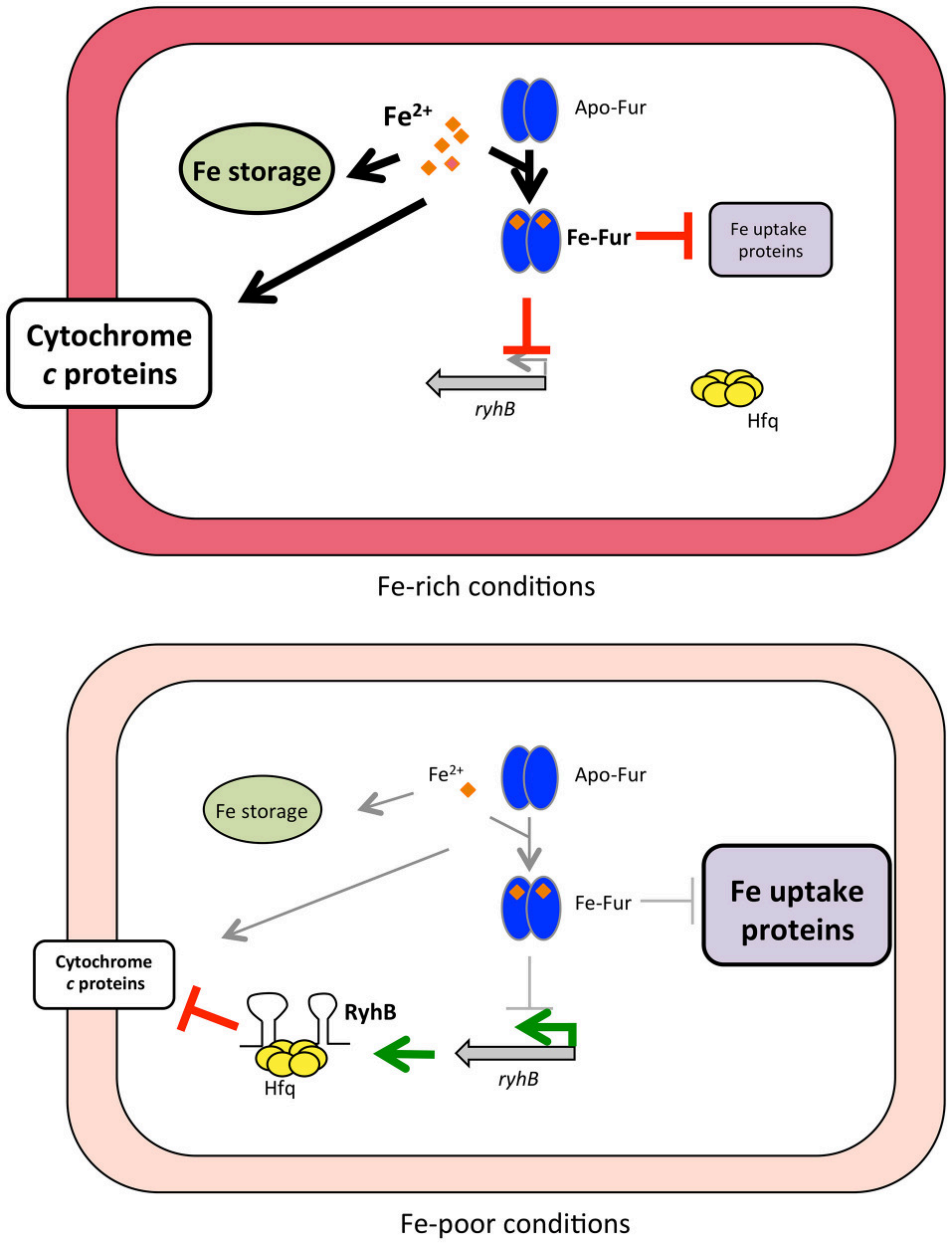
Model of how iron availability controls RyhB regulation of *c*-type cytochromes. Under iron-rich conditions, Fur associates with Fe^2+^ (orange diamonds) and binds to Fur-binding sites in the promoter region of target genes, leading to repression of expression (indicated by red blocked lines) of RyhB and other genes (e.g., iron uptake genes). Fur repression is relieved when iron becomes limiting and RyhB is produced (indicated by green arrows), as well as other Fur-repressed genes (including iron uptake genes). RyhB with the aid of the RNA chaperone Hfq represses expression of numerous *c*-type cytochromes by promoting degradation of the mRNAs. Processes that are favored under either Fe-rich or Fe-poor conditions are shown with thick arrows or thick blocked lines, whereas processes that do not occur (or at diminished rate) are indicated with thin gray arrows or thin gray blocked lines.

## Author contributions

KM designed the research, performed the experiments, analyzed, and interpreted the data, and wrote the manuscript. EC analyzed sequencing data and wrote part of the manuscript. RB-L designed the research interpreted results and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 1

*Supplementary Material*

**The small RNA RyhB is a regulator of cytochrome expression in  
*Shewanella oneidensis***

**Karin L. Meibom<sup>1\*</sup>, Elena M. Cabello<sup>2</sup>, Rizlan Bernier-Latmani<sup>1</sup>**

**Supplementary Table 1. Bacterial strains and plasmids**

| Strain or plasmid                             | Description                                                                                                                                           | Source                  |
|-----------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|
| <i>Escherichia coli</i>                       |                                                                                                                                                       |                         |
| DH5 $\alpha$                                  | F <sup>-</sup> $\Phi$ 80 <i>lacZ</i> $\Delta$ M15 <i>endA1 recA1 hsdR17 supE44-thi-1 gyrA96 relA1 (lacZYA-argF)U169l</i>                              | Lab collection          |
| DH5 $\alpha$ $\lambda$ <i>pir</i>             | F <sup>-</sup> $\Phi$ 80 <i>lacZ</i> $\Delta$ M15 <i>endA1 recA1 hsdR17 supE44-thi-1 gyrA96 relA1 (lacZYA-argF)U169l</i> $\lambda$ <i>pir</i> lysogen | A. Charbit              |
| WM3064                                        | <i>thrB1004 pro thi rpsL hsdS lacZ</i> $\Delta$ M15 RP-4-1360 $\Delta$ ( <i>araBAD</i> )567 $\Delta$ <i>dapA1341::[erm pir(wt)]</i>                   | S.B. Reed               |
| MG1655                                        | K-12 wild-type strain                                                                                                                                 | V. Sentchilo            |
| <i>Shewanella oneidensis</i>                  |                                                                                                                                                       |                         |
| MR-1                                          | wild-type                                                                                                                                             | Lab collection          |
| MR-1 $\Delta$ <i>fur</i>                      | MR-1 with markerless deletion of <i>fur</i>                                                                                                           | This study              |
| MR-1 $\Delta$ <i>ryhB</i>                     | MR-1 with markerless deletion of <i>ryhB</i>                                                                                                          | This study              |
| MR-1 $\Delta$ <i>fur</i> $\Delta$ <i>ryhB</i> | MR-1 with markerless deletions of <i>fur</i> and <i>ryhB</i>                                                                                          | This study              |
| MR-1 $\Delta$ <i>hfq</i>                      | MR-1 with markerless deletion of <i>hfq</i>                                                                                                           | This study              |
| BG148                                         | MR-1 with transposon insertion in <i>ccmC</i>                                                                                                         | (Bouhenni et al., 2005) |
| Plasmids                                      |                                                                                                                                                       |                         |
| pMQ150                                        | Yeast recombineering vector<br>( <i>sacB oriT R6K nptII rpsL ura3 cen6</i> )                                                                          | (Shanks et al., 2009)   |
| pMQS                                          | Mobilizable suicide vector, Km <sup>r</sup><br>( <i>sacB oriT R6K nptII cen6</i> )                                                                    | This study              |

|                               |                                                                                                                   |                        |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------|------------------------|
| pMQS $\Delta$ fur             | pMQS with regions flanking <i>fur</i>                                                                             | This study             |
| pMQS $\Delta$ ryhB            | pMQS with regions flanking <i>ryhB</i>                                                                            | This study             |
| pMQS $\Delta$ hfq             | pMQS with regions flanking <i>hfq</i>                                                                             | This study             |
| pHGE-Ptac                     | Broad-host expression vector with P <sub>tac</sub> promoter, Km <sup>r</sup>                                      | (Luo et al., 2013)     |
| pHGE-Ptac- <i>fur</i>         | pHGE-Ptac containing <i>S. oneidensis fur</i> gene                                                                | This study             |
| pBAD-fccA-His                 | Expression vector with <i>S. oneidensis fccA</i> gene under control of P <sub>BAD</sub> promoter, Km <sup>r</sup> | (Schuetz et al., 2009) |
| pET28b(+)                     | Expression vector, Km <sup>r</sup>                                                                                | Lab collection         |
| pKM033                        | Vector with artificial P <sub>LacO-1</sub> promoter and <i>E. coli lacI</i> gene, Km <sup>r</sup>                 | This study             |
| pKM033-ryhB                   | pKM033 containing <i>S. oneidensis ryhB</i> gene                                                                  | This study             |
| pME6031                       | Broad-host plasmid, Tc <sup>r</sup>                                                                               | (Heeb et al., 2000)    |
| pKM002                        | pME6031 with promoter-less and N-terminal truncated <i>lacZ</i> gene                                              | This study             |
| pKM202                        | pKM002 with inactivated KpnI site                                                                                 | This study             |
| pKM232                        | pKM202 with artificial P <sub>LacO-1</sub> promoter                                                               | This study             |
| pKM232-5'UTR- <i>htpG</i>     | pKM232 with 5'UTR and first 15 codons of <i>htpG</i>                                                              | This study             |
| pKM232-5'UTR-SO_0827          | pKM232 with 5'UTR and first 24 codons of <i>SO_0827</i>                                                           | This study             |
| pKM232-5'UTR- <i>cctA</i>     | pKM232 with 5'UTR and first 26 codons of <i>cctA</i>                                                              | This study             |
| pKM232-5'UTR- <i>scyA</i> -14 | pKM232 with 5'UTR and first 14 codons of <i>scyA</i>                                                              | This study             |
| pKM232-5'UTR- <i>scyA</i> -25 | pKM232 with 5'UTR and first 25 codons of <i>scyA</i>                                                              | This study             |

---

- Bouhenni, R., Gehrke, A., and Saffarini, D. (2005). Identification of genes involved in cytochrome *c* biogenesis in *Shewanella oneidensis*, using a modified mariner transposon. *Appl. Environ. Microbiol.* *71*, 4935–4937.
- Heeb, S., Itoh, Y., Nishijyo, T., Schnider, U., Keel, C., Wade, J., Walsh, U., O’Gara, F., and Haas, D. (2000). Small, stable shuttle vectors based on the minimal pVS1 replicon for use in gram-negative, plant-associated bacteria. *Mol. Plant-Microbe Interact. MPMI* *13*, 232–237.
- Luo, Q., Dong, Y., Chen, H., and Gao, H. (2013). Mislocalization of Rieske protein PetA predominantly accounts for the aerobic growth defect of Tat mutants in *Shewanella oneidensis*. *PloS One* *8*, e62064.
- Schuetz, B., Schicklberger, M., Kuermann, J., Spormann, A.M., and Gescher, J. (2009). Periplasmic electron transfer via the *c*-type cytochromes MtrA and FccA of *Shewanella oneidensis* MR-1. *Appl. Environ. Microbiol.* *75*, 7789–7796.
- Shanks, R.M.Q., Kadouri, D.E., MacEachran, D.P., and O’Toole, G.A. (2009). New yeast recombineering tools for bacteria. *Plasmid* *62*, 88–97.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 2

*Supplementary Material*

**The small RNA RyhB is a regulator of cytochrome expression in *Shewanella oneidensis***

**Karin L. Meibom<sup>1\*</sup>, Elena M. Cabello<sup>2</sup>, Rizlan Bernier-Latmani<sup>1</sup>**

**Supplementary Table 2. Oligonucleotides used in this study**

| Oligonucleotide | Sequence (5'-3') <sup>a</sup>                 | Use                     |
|-----------------|-----------------------------------------------|-------------------------|
| Dfur_5F         | CGGGGTACCGCCGTTATTCACTCCAAAAGG                | Deletion of <i>fur</i>  |
| Dfur_5R         | TCCATCTGTCATTGCTAATCTC                        | Deletion of <i>fur</i>  |
| Dfur_3F         | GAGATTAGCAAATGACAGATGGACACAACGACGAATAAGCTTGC  | Deletion of <i>fur</i>  |
| Dfur_3R         | CGGAATTCGTGTAGAGGGCGGTAAGGA                   | Deletion of <i>fur</i>  |
| DryhB_5F        | CCGGAATTCCAAATTCCTGAACTCGACCG                 | Deletion of <i>ryhB</i> |
| DryhB_5R        | CATCAGAGTTAAAGATGAGTTTTG                      | Deletion of <i>ryhB</i> |
| DryhB_3F        | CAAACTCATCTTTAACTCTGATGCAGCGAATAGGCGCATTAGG   | Deletion of <i>ryhB</i> |
| DryhB_3R        | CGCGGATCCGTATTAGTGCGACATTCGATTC               | Deletion of <i>ryhB</i> |
| Dhfq_5F         | GAAAGAATTCATCCTAATGATCC                       | Deletion of <i>hfq</i>  |
| Dhfq_5R         | CCCCTTAGCCATTTTATTATTTT                       | Deletion of <i>hfq</i>  |
| Dhfq_3F         | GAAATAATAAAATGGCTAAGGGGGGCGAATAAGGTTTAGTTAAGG | Deletion of <i>hfq</i>  |

|           |                                                                       |                                            |
|-----------|-----------------------------------------------------------------------|--------------------------------------------|
| Dhfq_3R   | CGCGGATTCCCTGAGCAAACGCCTATCG                                          | Deletion of <i>hfq</i>                     |
| fur_FO    | CACAGTTATCGAGCGCATC                                                   | Verification of <i>fur</i> deletion        |
| fur_RO    | GGAACGATGGTAAAAGTCTG                                                  | Verification of <i>fur</i> deletion        |
| ryhB_FO   | AGCAATGACAGCTCTGACTC                                                  | Verification of <i>ryhB</i> deletion       |
| ryhB_RO   | GAGTTCAATGCTCCGTTAGAG                                                 | Verification of <i>ryhB</i> deletion       |
| hfq_FO    | GCACTGCACGATCAATTAAGG                                                 | Verification of <i>hfq</i> deletion        |
| hfq_RO    | GGCGACTCTGCTCACGTTG                                                   | Verification of <i>hfq</i> deletion        |
| fur_start | CGGAATTCATGACAGATGGAAATCAAGCG                                         | Cloning of <i>fur</i> into pHGE-Ptac       |
| fur_stop  | CGGAATTCTTATTCGTCGTTGTGCTCGCAG                                        | Cloning of <i>fur</i> into pHGE-Ptac       |
| ELacI_F   | TCCCCCGGGGACACCATCGAATGGCGCA                                          | Cloning of <i>lacI</i> for creating pKM033 |
| ELacI_R   | TCCCCCGGGGCCTAATGAGTGAGCT                                             | Cloning of <i>lacI</i> for creating pKM033 |
| PlacO_f   | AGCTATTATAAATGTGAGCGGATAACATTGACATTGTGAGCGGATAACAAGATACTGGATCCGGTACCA | Artificial promoter                        |
| PlacO_r   | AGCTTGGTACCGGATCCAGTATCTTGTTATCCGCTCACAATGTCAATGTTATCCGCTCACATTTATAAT | Artificial promoter                        |

|             |                                               |                                     |
|-------------|-----------------------------------------------|-------------------------------------|
| ryhB_F(+1)  | CGCGGATCCGCGTTCCAAAACATCTTTAA                 | Cloning of <i>ryhB</i> into pKM033  |
| ryhB_R_Stop | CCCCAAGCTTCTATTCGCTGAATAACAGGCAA              | Cloning of <i>ryhB</i> into pKM033  |
| lacZ_9F     | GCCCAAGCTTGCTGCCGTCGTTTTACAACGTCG             | Cloning of <i>lacZ</i> into pME6031 |
| lacZ_R      | AACTGCAGTTATTATTTTACACCAGACCA                 | Cloning of <i>lacZ</i> into pME6031 |
| ryhB_NB     | bio-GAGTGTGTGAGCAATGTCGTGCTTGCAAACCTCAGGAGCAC | Northern blot                       |
| gyrB_F_RT   | GGCGTTCCTGATGCGCCAAT                          | qRT-PCR                             |
| gyrB_R_RT   | CACGCACGCGTTTAGCCAGA                          | qRT-PCR                             |
| rpoB_F_RT   | CAGCGGCCGGCACTGTAAAA                          | qRT-PCR                             |
| rpoB_R_RT   | AAGAATACGCCTGGGCTGCG                          | qRT-PCR                             |
| scyA_F_RT   | GCAGTCGCCGCTTTGACTATGT                        | qRT-PCR                             |
| scyA_R_RT   | ACGTGGTTCCCAGTCAGCAGT                         | qRT-PCR                             |
| cctA_F_RT   | CGCTGTCGCCAACCGCATT                           | qRT-PCR                             |
| cctA_R_RT   | GCACCGTCAGCAGAAGGGGTA                         | qRT-PCR                             |

|            |                                  |                                      |
|------------|----------------------------------|--------------------------------------|
| 16S_F_RT   | CCATGCCGCGTGTGTGAAGA             | qRT-PCR                              |
| 16S_R_RT   | GCTGCTGGCACGGAGTTAGC             | qRT-PCR                              |
| recA_F_RT  | AACCCGTTCTGGTGCGGTTG             | qRT-PCR                              |
| recA_R_RT  | ACGAGCCGCTAAGCCCATGT             | qRT-PCR                              |
| nrfA_F_RT  | GGCTGTAGCGATTGCCACGAA            | qRT-PCR                              |
| nrfA_R_RT  | CAACGTGACACTGGGCGCAT             | qRT-PCR                              |
| omp35_F_RT | ACGCAGGTACTGTGTTAGTGGGT          | qRT-PCR                              |
| omp35_R_RT | TCTGCGCTACGGGTTTGTGC             | qRT-PCR                              |
| scyA_F(+1) | CGGGGTACCGCTATAATGAGTCTGCCTCAA   | <i>scyA-lacZ</i> fusions in pKM232   |
| scyA_R14   | CCCCAAGCTTAGTCAAAGCGGCGACTGCAG   | <i>scyA-14-lacZ</i> fusion in pKM232 |
| scyA_R25   | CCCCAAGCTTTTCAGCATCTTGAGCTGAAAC  | <i>scyA-25-lacZ</i> fusion in pKM232 |
| cctA_F(+1) | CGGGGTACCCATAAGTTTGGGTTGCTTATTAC | <i>cctA-lacZ</i> fusion in pKM232    |
| cctA_R     | CCCCAAGCTTCGCGGCAAATGCGGTTGG     | <i>cctA-lacZ</i> fusion in pKM232    |

|               |                                           |                                      |
|---------------|-------------------------------------------|--------------------------------------|
| htpH_F(+1)    | CGGGGT <u>ACCA</u> CTGAGCGTTTGCTTTAACC    | <i>htpG-lacZ</i> fusion in pKM232    |
| htpG_R        | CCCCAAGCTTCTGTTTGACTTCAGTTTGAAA           | <i>htpG-lacZ</i> fusion in pKM232    |
| SO_0827_F(+1) | CGGGGT <u>ACCG</u> TTGCATACACAATACTGTTTAT | <i>SO_0827-lacZ</i> fusion in pKM232 |
| SO_0827_R     | CCCCAAGCTTAATAGGCAGTAAAGCCACG             | <i>SO_0827-lacZ</i> fusion in pKM232 |

<sup>a</sup>Restriction sites used for cloning are underlined

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 4

*Supplementary Material*

**The small RNA RyhB is a regulator of cytochrome expression in  
*Shewanella oneidensis***

**Karin L. Meibom<sup>\*</sup>, Elena M. Cabello, Rizlan Bernier-Latmani**

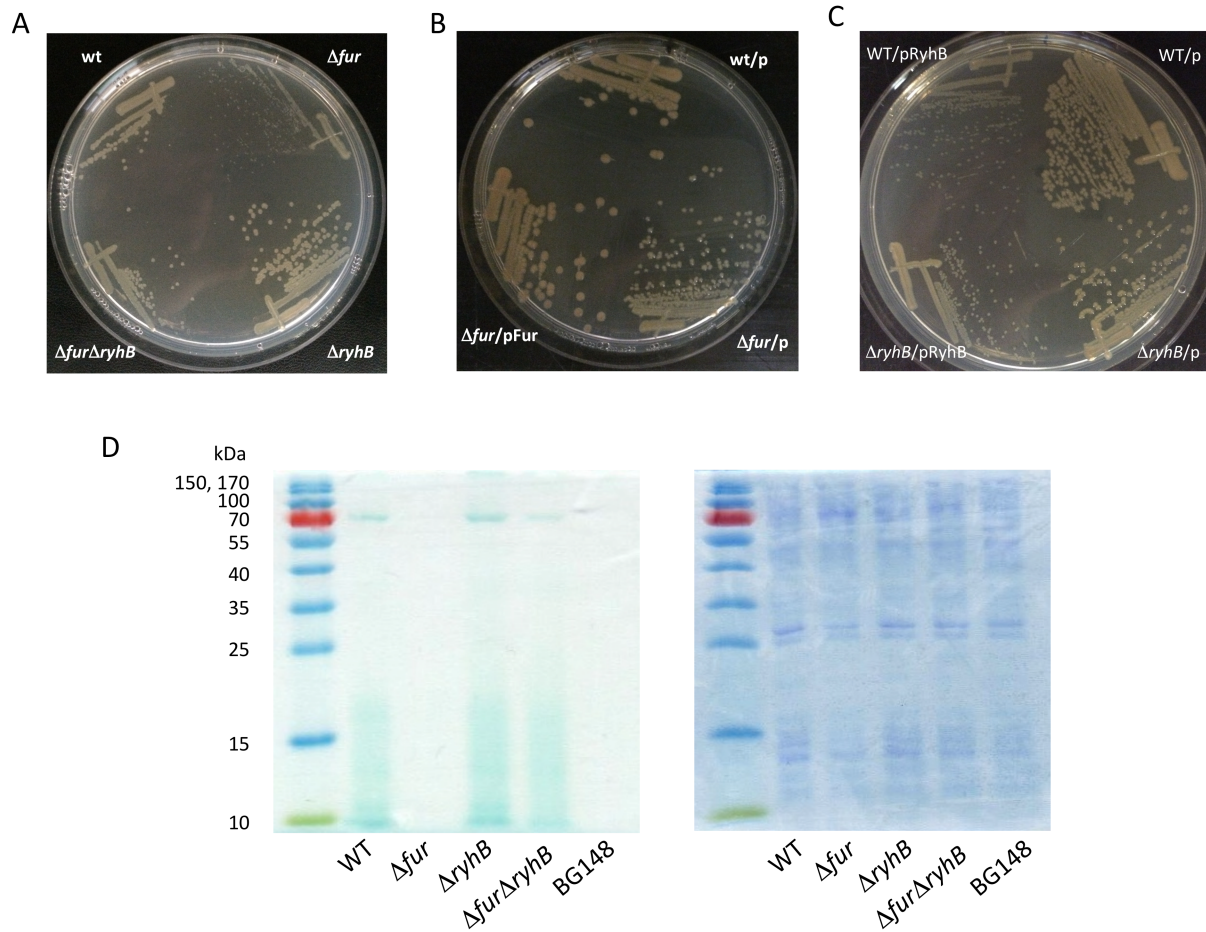

**Supplementary Figure 1.** Fur and RyhB influences growth and heme production. (A) Colonies of *S. oneidensis* wild-type,  $\Delta fur$ ,  $\Delta ryhB$ , and  $\Delta fur\Delta ryhB$  strains grown under aerobic conditions on LB agar plates at 30°C. (B) Colonies formed by wild-type and the  $\Delta fur$  mutant containing an empty plasmid pHGE- $P_{tac}$  (designated p) and  $\Delta fur$  containing pHGE- $P_{tac}$ -*fur* (designated pFur) on LB agar plates containing IPTG to induce expression of *fur*. (C) *S. oneidensis* wild-type and  $\Delta ryhB$  strains containing an empty plasmid (pKM033; p) or plasmid expressing *RyhB* (pKM033-*ryhB*; pRyhB) on LB agar plates with IPTG to induce expression of *ryhB*. (D) Bacterial lysates (10 $\mu$ g total protein) were separated on a 15% SDS polyacrylamide gel and then gel heme-stained (Thomas et al., 1976) (left panel) or stained with Coomassie Blue (right panel). The strain BG148 that contains a transposon insertion in *ccmC* gene (a cytochrome *c* maturation gene) (Bouhenni et al., 2005) was used as a control.

Bouhenni, R., Gehrke, A., and Saffarini, D. (2005). Identification of genes involved in cytochrome *c* biogenesis in *Shewanella oneidensis*, using a modified mariner transposon. *Appl. Environ. Microbiol.* 71, 4935–4937.

Thomas, P.E., Ryan, D., and Levin, W. (1976). An improved staining procedure for the detection of the peroxidase activity of cytochrome P-450 on sodium dodecyl sulfate polyacrylamide gels. *Anal. Biochem.* 75, 168–176.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 5

*Supplementary Material*

**The small RNA RyhB is a regulator of cytochrome expression in  
*Shewanella oneidensis***

**Karin L. Meibom<sup>\*</sup>, Elena M. Cabello, Rizlan Bernier-Latmani**

A

SO\_4716->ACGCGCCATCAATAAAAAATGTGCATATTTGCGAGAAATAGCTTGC<sup>-35</sup>AAAGCTA

**Fur-box** ➡ +1 RyhB

ATT**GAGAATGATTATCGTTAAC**TT**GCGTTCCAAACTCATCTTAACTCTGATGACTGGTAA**

<sup>-10</sup>

**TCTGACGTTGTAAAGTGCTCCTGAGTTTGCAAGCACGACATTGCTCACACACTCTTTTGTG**

**Poly(U)tail**

**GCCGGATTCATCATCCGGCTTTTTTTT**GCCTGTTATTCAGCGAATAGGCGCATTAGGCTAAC

rho-independent terminator

CATGTCTAGGTTTGCGCCACAT<-SO\_4717

B

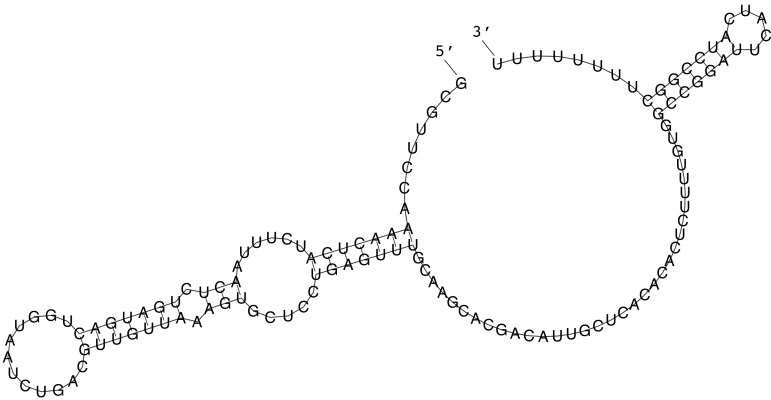

C

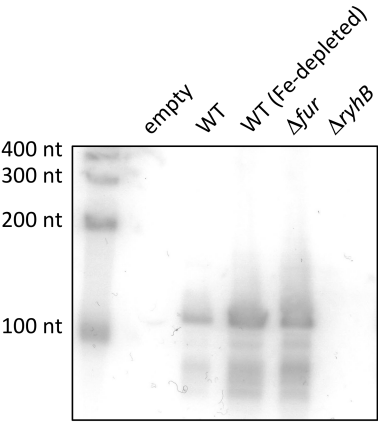

**Supplementary Figure 2.** Genomic location, predicted secondary structure and expression of RyhB. (A) Nucleotide sequence of the intergenic region containing *ryhB* between SO\_4716 and SO\_4717. The putative binding site for Fur (Fur box) is marked in bold, the putative -10 and -35 sequences are underlined. The transcription start site (Shao et al., 2014) is indicated by an arrow and the assumed transcribed sequence presented in red. The rho-independent terminator was predicted by ARNold and is underlined (Naville et al., 2011) (<http://rna.igmors.u-psud.fr/toolbox/arnold/>). (B) RyhB secondary structure as predicted by RNAfold (<http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi>). (C) Northern blot probing RyhB. 10 µg of total RNA from indicated *S. oneidensis* strains was migrated on a 8M urea / 6% polyacrylamide gel and electroblotted onto a Amersham Hybond-N+ membrane. Transferred RNA were cross-linked to the membrane with a Stratagen UV cross-linker and subsequently hybridized overnight with a 5'-biotinylated oligonucleotide probe at 42 °C using UltraHybOligo hybridization buffer (Ambion). The North2South chemiluminescent detection kit (Thermo Scientific) was used for signal detection. The  $\Delta ryhB$  strain was used as a negative control. The left lane shows a RNA marker (RNA Century Marker, Ambion).

Naville, M., Ghuillot-Gaudeffroy, A., Marchais, A., and Gautheret, D. (2011). ARNold: a web tool for the prediction of Rho-independent transcription terminators. *RNA Biol.* 8, 11–13.

Shao, W., Price, M.N., Deutschbauer, A.M., Romine, M.F., and Arkin, A.P. (2014). Conservation of Transcription Start Sites within Genes across a Bacterial Genus. *MBio* 5, e01398-14-e01398-14.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 6

## Supplementary Material

### The small RNA RyhB is a regulator of cytochrome expression in *Shewanella oneidensis*

Karin L. Meibom\*, Elena M. Cabello, Rizlan Bernier-Latmani

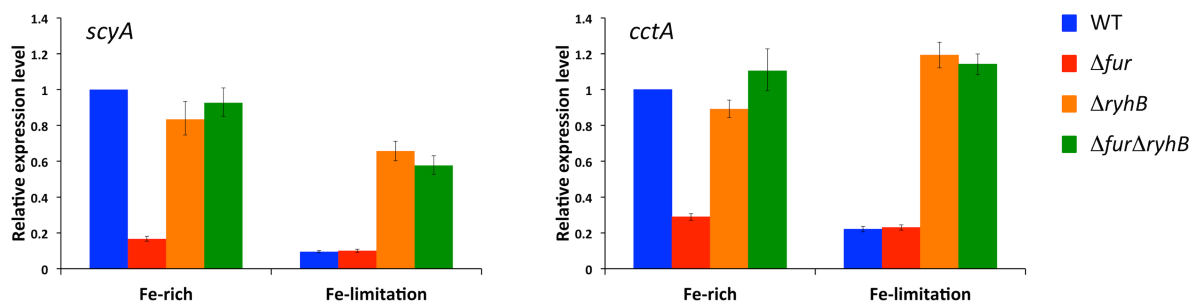

**Supplementary Figure 3.** Expression of *scyA* and *cctA* is regulated by iron-availability through Fur and RyhB. Transcript levels were assessed by qRT-PCR in *S. oneidensis* wild-type,  $\Delta fur$ ,  $\Delta ryhB$ , and  $\Delta fur\Delta ryhB$  strains in rich medium (iron-rich) and after 30 min growth with iron chelator 2,2'-dipyridyl (250 $\mu$ M) (iron-limitation). Transcript levels are shown relative to wild-type level in rich medium as expression ratio of four technical replicates (error bars, standard error). Results shown are from an independent experiment to the data presented in Figure 2.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 7

## Supplementary Material

### The small RNA RyhB is a regulator of cytochrome expression in *Shewanella oneidensis*

Karin L. Meibom\*, Elena M. Cabello, Rizlan Bernier-Latmani

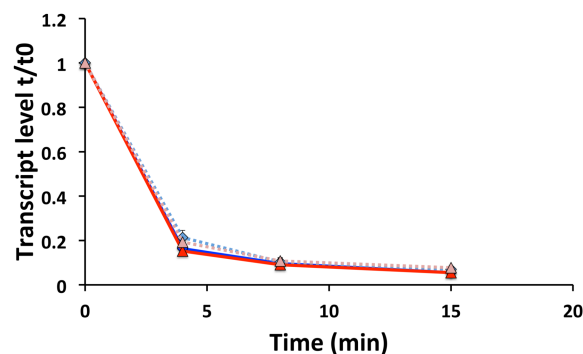

**Supplementary Figure 4.** Production of RyhB does not affect the stability of all mRNAs. Transcript levels of the *recA* gene at 0, 4, 8, and 15 min after transcription was stopped in the  $\Delta ryhB$  mutant containing an empty plasmid (pKM033; p, blue diamonds) or a plasmid expressing RyhB (pKM033-ryhB; pRyhB, red triangles). qRT-PCR was used to determine the transcript level relative to time 0, just before addition of rifampicin. Data are from two individual experiments; with four replicate cDNA samples used in qPCR and shown as expression ratio  $\pm$  standard error. Results shown in dark colors and solid lines are from one experiment and in light colors and dashed lines from a second experiment.

# Supplementary material for: The Small RNA RyhB Is a Regulator of Cytochrome Expression in Shewanella oneidensis
**Source:** Front Microbiol. 2018 Feb 21;9:268. doi: 10.3389/fmicb.2018.00268
**Supplement:** Supplementary file 8

## Supplementary Material

### The small RNA RyhB is a regulator of cytochrome expression in *Shewanella oneidensis*

Karin L. Meibom\*, Elena M. Cabello, Rizlan Bernier-Latmani

#### SUPPLEMENTARY MATERIALS AND METHODS

**Construction of pHGE-Ptac-*fur*.** The complementing plasmid expressing Fur from the IPTG-inducible promoter *Ptac* was constructed by amplifying *fur* (using primers fur\_start and fur\_stop) and cloning into the *EcoRI* site of plasmid pHGE-Ptac (Luo et al., 2013). Correct orientation of the gene was verified by sequencing.

**Heme staining.** Bacterial strains were grown to early stationary phase (OD<sub>600nm</sub> 1.8-2.0) and 10 ml of each culture was harvested and the bacterial pellet washed once with PBS. Cells were lysed in PBS using a Precellys 24 homogenizer (microorganism lysing kit VK01) with three cycles of 30 s at 6400 rpm with 5 min breaks on ice between cycles. Total protein concentrations in the bacterial lysates were determined using a BCA protein assay (Pierce Chemical). 10 µg of proteins were resolved by SDS-PAGE gel using 15% polyacrylamide gels and stained with 3,3',5,5'-tetramethylbenzidine as described (Thomas et al., 1976).

**Northern blot.** 10 µg of total RNA from indicated *S. oneidensis* strains was migrated on a 8M urea / 6% polyacrylamide gel and electroblotted onto a Amersham Hybond-N+ membrane. Transferred RNA were cross-linked to the membrane with a Stratagen UV cross-linker and subsequently hybridized overnight with a 5'-biotinylated oligonucleotide probe at 42 °C using UltraHybOligo hybridization buffer (Ambion). The North2South chemiluminescent detection kit (Thermo Scientific) was used for signal detection. The  $\Delta$ *ryhB* strain was used as a negative control. The left lane shows a RNA marker (RNA Century Marker, Ambion).

Luo, Q., Dong, Y., Chen, H., and Gao, H. (2013). Mislocalization of Rieske protein PetA predominantly accounts for the aerobic growth defect of Tat mutants in *Shewanella oneidensis*. PLoS One 8, e62064.

Thomas, P.E., Ryan, D., and Levin, W. (1976). An improved staining procedure for the detection of the peroxidase activity of cytochrome P-450 on sodium dodecyl sulfate polyacrylamide gels. Anal. Biochem. 75, 168–176.

How the deposited data were processed for this re-analysis (not part of the article)

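RNA was measured in 15 cultures of *S. oneidensis*, with 3 cultures for each of 5 strains: the wild-type, Δ*fur*, Δ*fur*Δ*ryhB*, Δ*ryhB*/pKM033-ryhB and Δ*ryhB*/pKM033. The authors counted strand-specific reads on coding sequences with featureCounts (Subread 1.5.1) after alignment with TopHat2 (2.0.11), keeping up to 2 alignments per read, and deposited these counts with no normalization. The authors also deposited log2 CPM values, which they made with edgeR (3.14.0) from counts normalized between libraries. The log2 table holds 3678 features, of which 193 have no counts in the count table, and 84 of the genes tested here are not in it. How those 193 features were counted is not stated in the methods. The counts cover 4162 coding sequences, and 4110 of their identifiers were matched to a gene of the reference table for their symbols. No per-sample column was left out.

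From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood F test, 1 coefficient per strain, all 15 libraries), and the adjusted p-values in the passages are from this test with Benjamini-Hochberg adjustment over the 3569 genes tested, unless another tool is named. The estimated common dispersion was 0.0177 and the prior degrees of freedom 3.74. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The 4 comparisons were Δ*fur* with the wild-type, Δ*fur*Δ*ryhB* with Δ*fur*, Δ*fur*Δ*ryhB* with the wild-type, and Δ*ryhB*/pKM033-ryhB with Δ*ryhB*/pKM033. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Among genes called lower in Δ*fur*, groups I, II and III and their subgroups were formed by the rules of the legend of Table 1, at an adjusted p under 0.05 in the other comparisons. The difference between the effect of native RyhB and that of plasmid-borne RyhB was tested as an interaction term in the same fit. Shares of genes were compared with Fisher's exact test.

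Depth was alike in all strains, and on data simulated from the libraries' means and sizes, with 200 of 3569 genes changed, the edgeR test called between 196 and 199 of the 200 in the right direction in each comparison and at most 1 unchanged gene. In a simulation of the groups it placed 49 of 50 genes in group Ia, 50 of 50 in group Ib, 46 of 50 in group IIa and 50 of 50 in group III. The changes simulated for the calls were all larger than 2-fold. So were the falls simulated in Δ*fur* and on overexpression for the groups. Recovery of changes close to 2-fold was therefore not tested. Over all genes, replicate cultures differed by more than the sampling noise, with a chi-square per degree of freedom of at least 23.4 in all 15 pairs. For the genes as a set, this argues against the number of reads as the main limit for small differences. Whether the number of reads limits weakly expressed genes was not tested. The coordinates of a gene are those of the count table. All coding lengths are a multiple of 3 nt. Where coding sequences on one strand overlap, the counts of both genes are less certain, and up to 2 alignments per read can share reads between near-identical copies.

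The tests, alternatives and rule for naming genes were set before the data were examined. The genes named are those that the paper's results or discussion name from the RNA sequencing (for these, the values in Table 1 had been seen), the 5 largest changes in each direction of each comparison whose libraries do not overlap, every gene whose call or group differs from Table 1, and the 5 candidates with the smallest adjusted p in each list of candidates. Genes named outside this rule were chosen after their values were seen: SO_2824, *sdhC*, *sdhD*, SO_1929, SO_3032, SO_3033, SO_0798, SO_1580, SO_4719 and SO_m007, and the genes of 3 stretches and of a list of DNA damage genes. The alternatives were DESeq2 1.42.0, limma-trend (limma 3.58.1, prior count 3), limma-trend on the deposited log2 values, RLE normalization, library size only, no filter beyond 1 count in all, a filter at 1 CPM, only the 6 libraries of the strains compared, the replicate number as a replicate block, each library left out in turn, edgeR's glmTreat test against a 2-fold change, stricter rules for the groups (adjusted p under 0.01, or a 2-fold change in each comparison), and adjustment over the genes of Table 1 alone. A replicate block within each experiment, and the values of group I genes simulated with the wild-type means, were added after the data had been seen.

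Whether the replicate numbers pair the libraries was checked by correlating the deviations of equally numbered libraries from their group means. The paper and the sample labels give no shared batch or day for a number, so any pairing rests on these correlations. The lowest of the 3 correlations was 0.144 between Δ*fur* and the wild-type, 0.467 between Δ*fur*Δ*ryhB* and Δ*fur* and 0.353 between the plasmid-bearing strains, so equally numbered libraries deviate together in these comparisons.

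Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The quantitative RT-PCR, reporter, growth and stability experiments were not used here. Tests of gene sets of *c*-type cytochromes were not run, because the only annotations of gene products used here are those of Table 1. Predictions of RyhB pairing were not run, because no genome sequence was used here.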

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

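The tests chosen only after the result was seen are, for SO_2939 to SO_2974, those of RyhB without loss of Fur, of loss of Fur without RyhB and of a DNA damage response, for SO_3583 to SO_3587 those of RyhB without loss of Fur, of loss of Fur without RyhB and of a change carried by the Δ*fur* strain, the fit of the interaction term with a replicate block within each experiment, and the test for reads of the *ryhB* transcript.

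The effect of RyhB differed between the 2 experiments. For 239 of 3569 genes the interaction term of the edgeR fit had an adjusted p under 0.05, and for 124 of these the 2 effects differed by more than 2-fold: the log2 fold change with native RyhB, in Δ*fur* relative to Δ*fur*Δ*ryhB*, was above that with plasmid-borne RyhB for 101 and below it for 23. Of the 101, 60 were significantly raised by native RyhB in edgeR, and 38 were lower on overexpression and not significantly changed by native RyhB, such as *hutX* (-3.17 and 0.00). With a replicate block within each experiment, 160 genes differed by more than 2-fold, 123 of them shared, and 31 of the 38 stayed without a significant change by native RyhB. Among the 124 genes, 92 were also more than 2-fold higher in Δ*fur* than in the wild-type, 71 of them outside the stretches described below, and 11 are in Table 1. The largest differences on the log2 scale outside the stretches were 6.12 for SO_3032, 5.98 for SO_3031 and 5.15 for SO_3033. The tables argue against scaling of the libraries as the cause, since 110 genes were found with normalization by library size only, 104 of them shared. One deviating library cannot carry it either, as the smallest number with 1 library left out was 93, without Δ*ryhB*/pKM033-ryhB replicate 2. Of 100 splits of the libraries, 1, the real one, gave as many genes, but the other splits remove the effect of RyhB in at least 1 of the experiments and do not make the effects equal, so they do not test a difference between the effects and cannot exclude chance for it. The experiments differ in more than RyhB: *fur* is deleted in one and present in the other, and plasmid, inducer, growth stage and duration of RyhB expression differ too. Which of these may underlie the difference cannot be told from these 15 libraries.

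In a stretch of 34 neighbouring genes, SO_2939 to SO_2974 (on the chromosome from 3075413 to 3105027), 32 of the 33 genes tested were more than 2-fold higher in Δ*fur* than in the wild-type and more than 2-fold lower again in Δ*fur*Δ*ryhB*. They are not in Table 1 and the paper's text does not name them; its supplementary tables were not used here. The median log2 fold change was 4.74 in Δ*fur* relative to the wild-type, -2.70 in Δ*fur*Δ*ryhB* relative to Δ*fur* and 1.90 in Δ*fur*Δ*ryhB* relative to the wild-type, and the median level was 4.95 CPM in the wild-type, 89.4 CPM in Δ*fur* and 18.8 CPM in Δ*fur*Δ*ryhB*. The tables argue against scaling, with a median of at least 4.72 under library size only, RLE normalization and DESeq2, and against 1 deviating library, with a median of at least 3.98 when each was left out. More DNA of the region in the libraries would add a similar signal per length to each gene, but the CPM added per kilobase differed 7.79-fold between the 90th and the 10th percentile of its genes. RyhB without loss of Fur did not raise them: on overexpression 0 of the 33 genes had an adjusted or an unadjusted p under 0.05 in edgeR, and 0 had an adjusted p under 0.05 in DESeq2 or limma-trend. Loss of Fur without RyhB would leave them as high in Δ*fur*Δ*ryhB*, which lacks *fur* too, so the median of -2.70 there relative to Δ*fur* argues against it as the whole cause; a part of it stays open, since the median stayed above the wild-type. A DNA damage response may be involved, as the next paragraph describes.

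Expression of *recA* (SO_3430), which the paper uses only as a control of transcript stability, was higher in Δ*fur* than in the wild-type by 1.33 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 1.09e-07; 1.27 to 1.47 over 25 alternatives), fell by 1.24 in Δ*fur*Δ*ryhB* relative to Δ*fur* and changed by -0.05 on RyhB overexpression. Genes of the SOS response to DNA damage were listed by name, and 11 were found. Of these, *recA*, *lexA*, *recN* and *dinB* had been seen to rise before the list was written: *lexA* by 1.85, *recN* by 1.90 and *dinB* by 1.78. The other 7 had a median log2 fold change of 0.14 in Δ*fur*, at the percentile 85.2 of 10000 lists matched on expression, with 5 higher and 2 lower and 3 higher at an adjusted p under 0.05 (*dinG*, *uvrA* and *uvrB*). A DNA damage response in Δ*fur* is therefore a candidate explanation for the rise of *recA* and of SO_2939 to SO_2974, but the 7 genes not chosen for the pattern do not decide it. At an adjusted p under 0.05 in edgeR, 3 of the 7 were higher and 0 lower. Most changed little, however, and their median was only at the percentile 85.2 of the matched lists. A damage response and its absence cannot be told apart with these genes.

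SO_3585 had the largest increase of all genes in Δ*fur* relative to the wild-type, by 6.55 on the log2 scale, and lies in a stretch of 5 genes, SO_3583 to SO_3587 (on the chromosome from 3750259 to 3753463), none of them in Table 1 or named in the paper's text. All 5 were more than 2-fold higher in Δ*fur* and more than 2-fold lower again in Δ*fur*Δ*ryhB*, with medians of 4.79 and -4.90. The tables argue against scaling, with a median of at least 4.77 under library size only, RLE normalization and DESeq2, and against 1 deviating library, with a median of at least 4.73. RyhB without loss of Fur did not raise them, since the largest log2 fold change on overexpression was 0.16 and SO_3586 fell by 1.22 (the adjusted p in edgeR reached 0.0761 over 25 alternatives, and was above 0.05 in the fit to 6 libraries and without Δ*ryhB*/pKM033-ryhB replicate 2 or 3). A lasting change carried by the Δ*fur* strain before *ryhB* was deleted would be inherited by Δ*fur*Δ*ryhB*, which was made from it, but there the median relative to the wild-type was 0.21. Loss of Fur without RyhB would likewise leave them high there, against the median of -4.90 relative to Δ*fur*. A rise that needs both loss of Fur and RyhB is the hypothesis that stays open. A change that arose in the Δ*fur* cultures after the double mutant was made was not tested and would look the same.

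Genes with the pattern of RyhB regulation also appeared outside Table 1. Without the first step of the study, 16 genes rose in Δ*fur*Δ*ryhB* relative to Δ*fur* and fell on RyhB overexpression, at an adjusted p under 0.05 in edgeR for both and with 1 of the changes beyond 2-fold. The 5 with the smallest adjusted p on overexpression were SO_2222, SO_4743, SO_0987, *ppnP* (SO_4467) and *acnB* (SO_0432), the last at 0.56 and -1.30 on the log2 scale. Also among the 16 were *sdhC* (SO_1927, 0.40 and -1.02), *sdhD* (SO_4778, 0.74 and -1.42), SO_1929 (0.47 and -1.16) and *sdhA*. In Δ*fur* relative to the wild-type, 11 of the 16 were lower at an adjusted p under 0.05 and 4 were higher, 3 of them by more than 2-fold (SO_0798 by 4.35, SO_1580 by 4.15 and SO_4743 by 1.89). The opposite pattern was found for 14 genes, with SO_A0048, SO_A0178, SO_A0177, SO_A0047 and *rmf* (SO_1855) at the smallest adjusted p, and 13 of the 14 were higher in Δ*fur*. The scaling of the libraries moves both lists: with library size only, 9 genes had the first pattern, all among the 16, and 34 the second, including all 14. The 9 genes that remained are not explained by scaling. For the 14 the shared number is no test, because library size only moves both comparisons towards their pattern. That setting shifted the median gene by -0.10 in Δ*fur*Δ*ryhB* relative to Δ*fur* and by 0.21 on overexpression. The 14 changed by -0.86 to -2.14 and by 0.32 to 1.57, which argues against scaling as the whole cause. Scaling stays open for calls near the threshold, such as SO_4782 at 0.32 on overexpression. The second list held 9 genes without Δ*ryhB*/pKM033-ryhB replicate 2 or Δ*ryhB*/pKM033 replicate 3. For each list, 1 of 100 splits, the real one, gave as many genes. The other splits remove the effect of at least 1 of the comparisons, so they do not test whether 2 sets of changed genes overlap by chance, and chance cannot be excluded with them. A direct effect of RyhB on these genes may be one reading, and an effect through other regulators another; neither was tested.

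Among features of the log2 table that have no counts, 1, SO_m007, followed the *ryhB* genotype of the strains. Its mean log2 CPM was 2.35 in the wild-type, 3.70 in Δ*fur*, -1.92 in Δ*fur*Δ*ryhB*, 5.54 in Δ*ryhB*/pKM033-ryhB and -1.71 in Δ*ryhB*/pKM033. By limma-trend on these values it was higher in Δ*fur* than in the wild-type by 1.35 (adjusted p = 0.00201) and on overexpression by 7.25 (adjusted p = 1.62e-09). A candidate explanation is that it holds reads of the *ryhB* transcript, and 1 such feature was found. As the feature was chosen for this pattern, the count does not test the explanation, which stays open; the annotation of the feature was not used here.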

How the results depend on the processing

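The test chosen only after the data were seen is the replicate block within each experiment.

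For the 64 genes of the rule for naming genes, 6396 values under 25 alternatives were compared with those in the passages, for 256 combinations of gene and comparison. Among values with an adjusted p under 0.05 in either fit, the direction was reversed in 0, while 85 values past it in neither fit had the other sign. Of the 6396, 6212 kept their side of the adjusted p of 0.05, 134 lost it and 50 gained it, and 222 of the 256 combinations kept it under every alternative run on them. The genes that crossed it most often, each in at least 9 of these values, were *torD*, SO_4047, SO_3538, *mtrB*, SO_4666, *pyrH*, *sdhA*, *mtrC*, SO_0141 and *omcA*. Relative to the wild-type, SO_4666 in Δ*fur*Δ*ryhB* had an adjusted p between 0.00808 and 0.148 over the alternatives in edgeR, limma-trend and DESeq2.

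The counts of called genes and of groups stayed within 1.5 times of those in the passages except in these cases. With DESeq2, group IIb had 9 genes. With library size only, 24 genes were higher on RyhB overexpression, groups I, Ia and IIa had 31, 12 and 4 genes, and the candidates for repression and for increase by RyhB numbered 9 and 34. Here the cause lies in the setting: it shifts all log2 fold changes, by 0.14 in Δ*fur* relative to the wild-type and by 0.21 on overexpression, and leaves 48 genes lower and 285 higher in Δ*fur*, against 67 and 237 with TMM. Without a filter, group III held 8 genes and the correlation between the effects of RyhB in the 2 experiments was 0.429. In fits to the 6 libraries of a comparison, groups II, III, IIa and IIb had 6, 11, 5 and 1 genes, with fewer libraries to estimate the spread. At an adjusted p under 0.01 for the groups, groups II, III, IIa and IIb had 4, 14, 4 and 0 genes, and with a 2-fold change in each comparison groups I, II, III, Ia, IIa and IIb had 26, 0, 41, 7, 0 and 0, both by construction. The test against a 2-fold change (glmTreat) called 26 genes lower and 142 higher in Δ*fur*, 48 lower and 7 higher in Δ*fur*Δ*ryhB* relative to Δ*fur*, 4 lower and 46 higher in Δ*fur*Δ*ryhB* relative to the wild-type, and 45 lower and 4 higher on overexpression, and left 13, 3, 7, 6 and 3 genes in groups I, III, Ia, Ib and IIb. Adjusted over the genes of Table 1 alone, 63 genes stayed lower in Δ*fur*, 36 were in group I and 23 in group II, of which 13 in group IIb, and 14 in group Ib.

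With the replicate number as a replicate block, group IIb had 8 genes. It changed the call of *gyrB* in Δ*fur* relative to the wild-type (-0.30, adjusted p = 0.0346 from edgeR), of SO_0715 on overexpression, of SO_0675 in Δ*fur*Δ*ryhB* relative to the wild-type and of *torD* in Δ*fur*Δ*ryhB* relative to Δ*fur*, and of no other named gene. For *gyrB* the adjusted p ranged from 0.0102 to 0.335 over the alternatives. With a replicate block within each experiment, groups II and IIb had 23 and 13 genes. Between Δ*fur*Δ*ryhB* and the wild-type the correlations of equally numbered libraries were 0.047, 0.261 and 0.401 for replicates 1, 2 and 3. There the libraries of replicate 1 gave little sign of pairing.

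With 1 library left out at a time, the number of genes higher in Δ*fur*Δ*ryhB* relative to Δ*fur* ranged from 37 to 59 (without Δ*fur*Δ*ryhB* replicate 3) and relative to the wild-type from 72 (without wild-type replicate 3) to 126. Groups II and III ranged from 8 to 16 and from 5 to 13, groups IIa and IIb from 5 to 10 and from 1 to 7, the correlation from 0.398 to 0.506, and the candidates for increase by RyhB from 9 to 15. The libraries that move a group by more than 1.5 times are named beside it in the passages. For all alternatives in this part where the construction gives no reason, the cause was not tested. The interaction term was refitted with library size only, with a replicate block within each experiment and with 1 library left out.

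Weakly expressed genes were measured less precisely: in Δ*fur*Δ*ryhB* relative to Δ*fur*, the median standard error in edgeR was 0.165 for the 81 genes with a mean under 10 CPM in these strains and 0.115 for the 3488 others. DESeq2 gave an adjusted p for each gene tested. Tests of gene sets of *c*-type cytochromes and predictions of pairing with RyhB were planned and not run.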

Differences from the paper's values

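No test in this part was chosen only after its result was seen.

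Of 252 log2 fold changes in Table 1, 1 differed in sign or by more than the replicate error. For SO_4719 on RyhB overexpression the paper's value is 0.01 and the value here is -0.00652, with a replicate error of 0.26, so that both are near 0. Of the 24 alternatives set before the data were examined, 8 gave a value on the paper's side: limma-trend, limma-trend on the deposited log2 values, library size only, the replicate block, and the fits without Δ*ryhB*/pKM033-ryhB replicate 1 or 2 or Δ*ryhB*/pKM033 replicate 2 or 3. The other 16, which are DESeq2, RLE normalization, no filter, a filter at 1 CPM, the fits to 6 libraries, and the fits without each of the 11 other libraries, did not. The range over all was -0.13 to 0.21.

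In 4 of 252 cells of Table 1 for genes with counts, the adjusted p here lay on the other side of 0.05. For *mtrB* in Δ*fur*Δ*ryhB* relative to Δ*fur* it was 0.0469 here, with the paper's value at 0.0591, and for *omcA* 0.0386, with the paper's value at 0.0531. For SO_4047 in Δ*fur*Δ*ryhB* relative to the wild-type it was 0.0459, with the paper's value at 0.0519, and for SO_0141 it was 0.0525, with the paper's value at 0.0428. The values here are from edgeR's quasi-likelihood test. These cells move *mtrB* to group IIa, where the paper has it in group III and argues for group IIa, *omcA* from the paper's group III to group IIb, SO_0141 to group Ib, where the paper has it in group IIb, and SO_4047 out of group Ia. Limma-trend on the deposited log2 values, the tool that the paper's methods name, placed 0 of 256 cells on the other side and gave all 64 genes of Table 1 the paper's group, and limma-trend on the counts placed 2 of 252 cells there and gave 61 of 63 genes the paper's group. DESeq2 placed 8 of 252 cells on the other side and gave 55 of 63 genes the paper's group.

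The paper counts 64 genes lower in Δ*fur*, and 67 were called here: the 63 of them with counts, and *fur*, SO_0844, *pyrH* and SO_3538. With limma-trend on the deposited log2 values, the 64 genes of Table 1 and 1 other were called. The group sizes differ accordingly, with the paper's numbers given first: group I 46 and 47, group II 12 and 14, group III and other 6 and 5, group Ia 22 and 21, group Ib 24 and 26, and group IIa 8 and 9. None of these differ by more than 1.5 times. The 5 in group III and other include *fur* itself, which is deleted in both mutants and is not among the paper's 6. *mtrB* and *omcA*, which are among the paper's 6, are not among the 5.

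The paper states that *sdhA* is not a target of RyhB. Here its expression changed by -1.05 on the log2 scale on RyhB overexpression (edgeR's quasi-likelihood test, adjusted p = 0.000833; at most 0.0104 over 25 alternatives) and rose by 0.49 in Δ*fur*Δ*ryhB* relative to Δ*fur* (adjusted p = 0.0449; 0.00719 to 0.167 over the alternatives, and above 0.05 in 12 of them). In Δ*fur* relative to the wild-type it was lower by -0.72, which is less than the 2-fold asked for in Table 1. For *sodB*, which the paper names in the same statement as a target, the direction here is that of the paper.

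The paper describes *recA* as independent of RyhB in its measurements of transcript stability. On RyhB overexpression its level here changed by -0.05 on the log2 scale, while in Δ*fur*Δ*ryhB* relative to Δ*fur* it fell by 1.24; levels are not stabilities.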

Other observations

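The test chosen only after the result was seen is that of repression by RyhB that needs no Fur.

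Genes more than 2-fold higher in Δ*fur* than in the wild-type were often lower on RyhB overexpression, as 48 of 237 were. The paper attributes a lower level of such genes to more iron and stronger repression by Fur. Repression by RyhB that needs no Fur would be another explanation, and it predicts that most of the 48 rise when *ryhB* is deleted in Δ*fur*. Only 3 of them rose at an adjusted p under 0.05 and 5 fell in edgeR, and the median log2 fold change was -0.04. The tables therefore argue against repression without Fur of similar size in both experiments as an explanation for the set. The prediction takes native RyhB to act on these transcripts as strongly as plasmid-borne RyhB. In Δ*fur* they were higher than in the wild-type by a median of 3.73 on the log2 scale. A weaker effect of native RyhB on them there stays open. An effect that needs Fur, as the paper proposes, stays open as a hypothesis, since it may act in the plasmid-bearing strains and not where *fur* is deleted. Iron in the cells was not measured in these data. Of the 48 genes, 39 are among those whose response to RyhB differed between the experiments by more than 2-fold. Of 100 splits of the libraries, 1, the real one, gave as many such genes. The other splits remove the effect of at least 1 of the comparisons and gave 0, so they do not test the overlap and cannot exclude chance for it; Fisher's exact test in the passage on these genes is the test of the overlap.

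The second stretch of neighbouring genes, SO_2976 to SO_3012 (on the chromosome from 3105865 to 3124988), follows the first one and has 32 genes tested. In Δ*fur* relative to the wild-type 28 were more than 2-fold higher, with a median of 1.71 on the log2 scale. In Δ*fur*Δ*ryhB* the median was -0.62 relative to Δ*fur*, with 3 genes more than 2-fold lower, and 1.06 relative to the wild-type, with 15 more than 2-fold higher. No biological explanation was tested for it.

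How often other splits of the same libraries give results as large was counted for each result. For the 8 counts of genes called lower or higher in the 4 comparisons, 1 of 10 splits, the real one, gave as many, and 10 splits by themselves are too few to exclude chance, although edgeR called at most 1 unchanged gene in the simulated data. The largest number in another split was 8 in Δ*fur* and the wild-type and 7 in Δ*fur*Δ*ryhB* and Δ*fur*. Of the 10 splits, 4 part all 3 pairs of equally numbered libraries, and the real one gave the most calls among the 4, while the 3 others mix libraries of both strains on each side. For groups I, II, Ia, Ib, IIa and IIb, 1 of 100 splits, the real one, gave as many genes. The other splits gave 0 genes in these groups, because mixing the libraries removes the changes, so they are no test of the groups and cannot exclude chance for them. For group III and other it was 6 of 100, with up to 101 genes in another split, but splits that remove the effect of RyhB add genes to this group, so they are no test of it either. For the correlation of the effects of RyhB in the 2 experiments it was 4 of 100, with a highest value of 0.54 in another split. Of these 100, 16 part all 3 pairs of equally numbered libraries in both experiments; the real one was the highest of the 16, with 0.381 in the next, and 16 are too few to exclude chance.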
